# Posttranscriptional upregulation of HER3 by HER2 mRNA induces trastuzumab resistance in breast cancer

**DOI:** 10.1186/s12943-018-0862-5

**Published:** 2018-08-02

**Authors:** Xin Li, Yuxiu Xu, Yun Ding, Changfei Li, Hong Zhao, Jiandong Wang, Songdong Meng

**Keywords:** HER2, HER3, miR-125a/b, Trastuzumab resistance, Breast cancer

## Abstract

**Background:**

HER2 gene amplification generates an enormous number of HER2 transcripts, but the global effects on endogenous miRNA targets including HER family members in breast cancer are unexplored.

**Methods:**

We generated a HER2–3’UTR expressing vector to test the tumor-promoting properties in HER2 low expressing T47D and MCF7 cells. Through microarray analysis and real-time PCR analysis we identified genes that were regulated by HER2–3’UTR. Positive and negative manipulation of miRNA expression, response element mutational studies and transcript reporter assays were performed to explore the mechanism of competitive sequestration of miR125a/miRNA125b by HER2 3’UTR.

To investigate if trastuzumab-induced upregulation of HER3 is also mediated through miRNA de-repression, we used the CRISPR/cas9 to mutate the endogenous HER2 mRNA in HER2 over-expressing Au565 cells. Finally, we looked at cohorts of breast cancer samples of our own and the TCGA to show if HER2 and HER3 mRNAs correlate with each other.

**Results:**

The HER2 3’UTR pronouncedly promoted cell proliferation, colony formation, and breast tumor growth. High-throughput sequencing revealed a significant increase in HER3 mRNA and protein levels by the HER2 3’untranslated region (3’UTR). The HER2 3’UTR harboring a shared miR-125a/b response element induced miR-125a/b sequestration and thus resulted in HER3 mRNA derepression. Trastuzumab treatment upregulated HER3 via elevated HER2 mRNA expression, leading to trastuzumab resistance. Depletion of miR-125a/b enhanced the antitumor activity of trastuzumab. Microarray data from HER2-overexpressing primary breast cancer showed significant elevation of mRNAs for predicted miR-125a/b targets compared to non-targets.

**Conclusions:**

These results suggest that HER2 3’UTR-mediated HER3 upregulation is involved in breast cell transformation, increased tumor growth, and resistance to anti-HER2 therapy. The combinatorial targeting of HER3 mRNA or miR-125a/b may offer an effective tool for breast cancer therapy.

**Electronic supplementary material:**

The online version of this article (10.1186/s12943-018-0862-5) contains supplementary material, which is available to authorized users.

## Background

The HER-2/neu oncogene is amplified two-fold to > 20-fold in approximately 25% of breast cancers. Overexpression or gene amplification of HER2 is associated with poor prognosis and an aggressive course of the disease, such as oncogenic transformation, tumorigenesis, and metastasis [1]. HER2 belongs to the Type I receptor tyrosine kinase family, which includes four family members: EGFR (HER1), HER2 (neu or ERBB2), HER3, and HER4 [2]. In spite of possessing no known ligand, HER2 is the preferred heterodimerization partner within the family and can form heterodimers with HER1 and HER3, leading to phosphorylation of tyrosine residues within the cytoplasmic domain [3, 4]. Under certain circumstances, HER2 interacts with its binding partners, including MUC4, HSP90 or gp96, which may stabilize HER2 and make it endocytosis defective [5–8]. As a consequence HER2 heterodimerization with other HER members is resistant to downregulation, and induces a variety of signal transduction pathways, such as the PI3K/AKT, Ras/MAPK, and JAK/STAT pathways, leading to cell transformation and cancer [9, 10].

Due to its central role in aggressive tumor growth and metastases, HER2 serves as an ideal target for monoclonal antibody therapy, including the HER2 signaling inhibitor trastuzumab and pertuzumab, which can effectively treat tumors with HER2 gene amplification in 25% of patients as monotherapy and 50% when given with chemotherapy [11]. The application of HER2-targeted therapy dramatically changes the clinical outcome for HER2-positive breast cancer patients, even providing a superior prognosis compared to HER2-negative cases. However, acquired and inherent resistance to anti-HER2 therapy in these patients poses a serious challenge, and a better knowledge of the underlying mechanisms of sensitivity to anti-HER2 therapies is of extreme importance for the development of effective strategies to overcome resistance [12].

HER3 is overexpressed in 10–30% of breast cancer and is also associated with poor prognosis and worse survival [13]. The most important and well-understood signaling activity of HER3 is its unique and potent ability to activate downstream PI3K and AKT pathway signaling, which subsequently controls many biological processes critical for tumorigenesis, including translation, survival, anti-apoptosis, metabolic regulation, and cell cycle control [14]. In addition, HER3 is frequently co-expressed with HER2 in breast cancer, and high levels of HER2/HER3 dimerization are associated with poor survival prognosis in HER2-overexpressing breast cancer [15]. Of note, inhibition of HER2 or the PI3K-AKT pathway in HER2-overexpressing cells is followed by feedback upregulation of HER3, leading to attenuation of the response to inhibition [16, 17]. In HER2-positive metastatic breast cancer, high HER3 expression is linked to poor survival prognosis after anti-HER2 treatment [18, 19]. All of these studies indicate that there exists crosstalk and co-operativity between HER2 and HER3 expression, and thus, simultaneously targeting HER2 and HER3 may provide a more efficient therapy for breast cancer.

MicroRNAs (miRNAs) are a large family of small noncoding RNA molecules of approximately 22 nt in length that inhibit target gene expression by affecting mRNA stability or/and translational efficacy [20]. Mature miRNA duplexes are loaded onto the RNA-induced silencing complex (RISC), which contains a member of the RNA binding protein Argonaute family (Ago). They then pair with target sites (miRNA response elements, MREs) within the 3’untranslated regions (3’UTRs) of mRNAs to direct posttranscriptional downregulation [21]. Long noncoding RNAs (lncRNAs), pseudogenes, and even viral RNAs have been demonstrated to function as competitive endogenous RNAs (ceRNAs) that elevate the expression of the corresponding protein-coding genes with shared miRNA binding sites via competing with miRNA binding and derepressing the expression of these genes [22–24]. The relative abundance of ceRNAs vs. corresponding RNAs, levels of common miRNAs, and the number of MREs may all contribute to ceRNA interactions, according to a mathematical mass-action model for ceRNA networks [25]. The mechanism is of particular relevance to HER2-positive breast cancer, where amplification of the HER2 gene leads to an enormous number of HER2 mRNA transcripts [26].

Considering that HER2 gene amplification generates highly redundant mRNAs that harbor multiple miRNA binding sites, we speculate that HER2 mRNA acts as ceRNA and can sequester endogenous miRNAs within HER2 positive breast cancer cells, thus cross-regulating the stability and translational efficiency of other host mRNAs with shared miRNA response elements. In this study, we investigated the role of HER2 mRNA in breast cancer by analyzing potential HER2 mRNA-regulated miRNAs and the corresponding mRNA profiles. We further explored the impact of the interactions between HER2 and its corresponding mRNA on breast cancer growth and tumorigenesis. Our results provide valuable insights into the functional implications of HER2 mRNAs in anti-HER2 resistance.

## Methods

### Cell line

Human breast cancer cell lines AU565, BT474, T47D, and MCF7 and the human kidney 293 T cell line were obtained from Cell Resource Center, IBMS, CAMS/PUMC, China. Cell lines were passaged for < 6 months after receipt. Cell lines which were passed for > 6 months were identified by STR Classification. All cell lines were regularly tested negative for Mycoplasma. BT474.TtzmR and AU565.TtzmR sublines with acquired trastuzumab resistance were generated by continuous exposure of parental cells to increasing doses of trastuzumab (up to 10 μg/ml) for more than 6 months.

### sgRNA-CRISPR/Cas9 system design and construction

Potential target sites were predicted using “crispr.mit.edu” in the human genome, and two to three target sequences with low predicted scores for off-targets were chosen. Two complementary 20-bp oligonucleotides were annealed and cloned this into *Bbs*I-digested pSpCas9(BB)-2A-Puro (PX459). Then, cells were transfected with CRISPR/Cas9 sgRNA. Transfected cells were treated with puromycin at a concentration of 1 μg/ml. Surviving cells were sorted into 96-well plates by FACS. The genomic region encompassing the CRISPR/Cas9 target site was amplified and sequenced.

### Antibodies and reagents

Trastuzumab (Herceptin) was purchased from a pharmacy. PE-anti-HER2, APC-anti-HER3 antibody was from BioLegend (San Diego, California). Ago2-antibody was purchased from Abcam. All other antibodies were purchased from Cell Signaling Technology. The chemically synthesized specific siRNA, miRNA mimics, miRNA inhibitors, and non-specific control, as well as cholesterol-conjugated siRNA and miRNA mimics and control mimics, were purchased from RiboBio Co., Ltd. (Guangzhou, China).

### Real-time PCR

Total RNA was extracted with Trizol Reagent and quantified by real-time PCR using the SYBR Green Premix Reagent (Takara Bio Inc., Shiga, Japan) with an internal control for normalization.

### TaqMan miRNA analysis

Real-time PCR analysis for miR-125a/b was performed using a TaqMan miRNA Kit (Applied Biosystems). The U6 endogenous control was used for normalization. Relative expression was quantified using the comparative threshold cycle (Ct) method.

### Luciferase assay

To validate miRNA targeting, the 3’UTRs of HER2 and HER3 were cloned into the pGL3 firefly luciferase reporter plasmid. Cells were transfected in 48-well plates with 20 ng of pGL3 reporter, 2 ng of pRL-TK as the control, and 100 nM miRNA mimic. Firefly luciferase and Renilla luciferase activities were measured consecutively with the dual luciferase reporter system (Promega), and the firefly luciferase activity was normalized to that of Renilla luciferase after 48 h. To test the ceRNA activity of the HER2 3’UTR, 5× 10^4^ 293 T cells were transfected in 48-well plates with 20 ng of pGL3-HER3 3’UTR and 250 ng of pCDNA3.1-HER2 3’UTR or pCDNA3.1 as a control, as well as 1–10 nM miRNA mimic. Firefly luciferase and Renilla luciferase activities were measured consecutively with the dual luciferase reporter system (Promega), and the firefly luciferase activity was normalized to that of Renilla luciferase after 48 h.

### Transcriptional profiling by microarray

Comparative microarray analysis of mRNAs from T47D cells transfected with pCDNA3.1-HER2 3’UTR and pCDNA3.1 as a control was performed on an Agilent Whole Human Genome Microarray at the Shanghai Biotechnology Corporation according to manufacturer’s instructions.

### RNA immunoprecipitation

Cells were washed and lysed. Ago2-antibody or control IgG was incubated with ProteinG Sepharose beads (GE Healthcare). The beads were pelleted and washed and then subsequently incubated with cell lysate. After incubation, the beads were washed. RNA was isolated from the immunoprecipitated pellet by adding Trizol reagent. Total RNA was used for reverse transcription and real-time PCR analysis. The following primers were used: Ago-HER2 forward, 5’-AGCCGCGAGCACCCAAGT-3′ and reverse, 5′-TTGGTG GGCAGGTAGGTGAGTT’; and Ago-HER3 forward, 5’-GGGTTAGAGGAAGAGGATGTCAAC-3′ and reverse, 5′- GGGAGGAGGGAGTACCTTTGAG’.

### Transcript copy-number analysis

RNA was extracted from 1 × 10^5^ cells using Trizol Reagent. Absolute quantification of total HER2 and HER3 mRNAs and miR-125a/b was performed by real-time PCR. For a standardized evaluation, threshold cycle (CT) values were compared to a 10-fold serial dilution of either in vitro-transcribed HER2 or HER3 mRNAs or synthetic miR-125a/b mimics (RiboBio Co., Ltd). Then, the copies of transcript per cell were calculated with standard stoichiometric methods.

### Animal studies

Tumors were established by orthotopic injection of 1 × 10^7^ cells/mouse in 200 μl of PBS into the flanks of six-week-old female nude mice. The mice were randomly divided into groups at 15 d after inoculation. Tumor growth was measured every 3 days. Trastuzumab (10 mg/kg) was given intraperitoneally (i.p.) once a week. For delivery of cholesterol-conjugated siRNA, 10 nM siRNA in 0.1 ml PBS was locally injected into the tumor mass every 3 days for 2 weeks. Tumor growth was measured twice weekly, and the volume of the tumors was calculated as volume = length× width^2^ / 2.

### Immunohistochemistry analysis

Tissues were fixed in 4% paraformaldehyde overnight and embedded in paraffin according to standard procedures. Tissue sections were stained with the following procedures. Briefly, after deparaffinization and rehydration, antigen retrieval was performed using antigen retrieval butter in an autoclave at 121 °C for 100 s. Slides were then incubated with primary antibodies at room temperature for 40 min. Slides were washed with PBS and stained with fluorescence-conjugated secondary antibodies. Images were acquired using a Leica TCS SP8 confocal laser-scanning microscope (Leica Microsystems, Heidelberg, Germany).

### Breast primary tumor cells isolation and transfection

Informed written consents were obtained from breast cancer patients according to the General Hospital of People’s Liberation Army. Tumor biopsy was washed with PBS containing 100 U/ml penicillin and 100 μg/ml streptomycin, and was cut up into small pieces. Small tissues were minced in RPMI1640 medium. To obtain single cell suspensions, samples were treated with 1 mg/ml collagenase type IV and 1 mg/ml hyaluronidase followed by digestion with trypsin-EDTA at 37 °C for about 4 h with periodic agitation. After digestion, cells were centrifuged and cultured in RPMI1640. Fibroblast like elongated cells were visible firstly. Later, epithelial like cells started to make colonies in dome like shapes. These cell colonies were isolated and transferred to cell plates. These cells were passaged and expanded for transfection experiments.

Transfections were carried out using electroporation with Bio-rad transfection system according to the manufacturer’s instructions. Briefly, 1 × 10^6^ cells were transfected with 10 μg plasmids using a BioRad Gene Pulser II at 250 V and 950 μF. Each treatment was performed for at least three times.

### Expression data from the cancer genome atlas

The transcriptome expression profiles of breast cancer were downloaded from The Cancer Genome Atlas (TCGA) data portal (https://cancergenome.nih.gov). In this study, the transcriptome profiles of 887 cases and 101 HER2-positive breast tumors were included in the coexpression analysis. Level 3 Illumina miRNASeq was used to analyze miRNA expression. For the miRNASeq data, “reads_per_million_miRNA_mapped” values were used to calculate miRNAs.

### Statistical analyses

Data are expressed as the mean ± SD (standard deviation) from three independent experiments. The statistical significance between two and more than two groups was measured using the two-tailed Student’s t-test. *P* values < 0.05 were considered significant.

## Results

### The HER2 3’UTR enhances breast cancer cell malignancy

We first tested the effects of ectopic expression of the HER2 3’UTR in human breast cancer cells. Similar to cells transfected with the HER2 coding sequence (CDS), cells transfected with the HER2 3’UTR displayed increased cell proliferation compared to control vector-transfected cells (Fig. 1a). In addition, HER2 3’UTR-transfected cells formed more colonies than control cells (Fig. 1b). We further tested the tumor growth promoting ability of the HER2 3’UTR in vivo. As shown in Figs. 1c-e, HER2 3’UTR-transfected cells developed larger tumors compared to control cells (all *P* < 0.05 or 0.01). Tumor sections were stained for Ki67, a marker of cell proliferation. As shown in Fig. 1f, HER2 3’UTR-transfected tumors displayed a significantly higher level of Ki67-positive cells than that of the control cells.

**Fig. 1:**
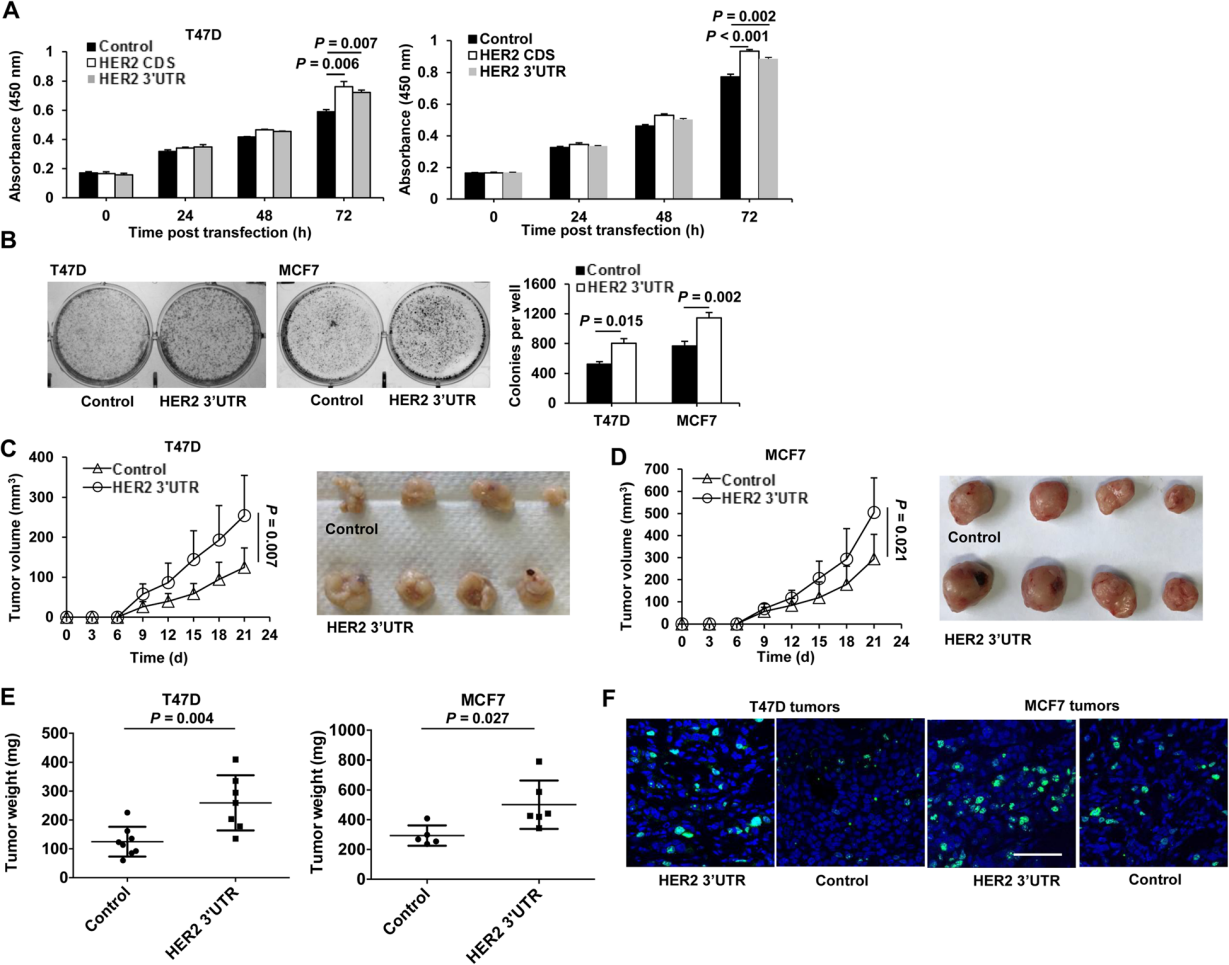
The HER2 3’UTR promotes cell proliferation, colony formation, and tumor growth of breast cancer. **a**, **b** Breast cancer cells were transfected with the HER2 3’UTR, HER2 CDS, or the empty vector as a control. Cell proliferationwas assessed by CCK-8 assays at the indicated times (**a**), and colony formation was determined 7 d post transfection (**b**). All quantitative data were generated from a minimum of three replicates. c-f T47D or MCF7 cells stably transfected with the HER2 3’UTR or control vector were s.c. injected into female BALB/c-nude mice. Tumor diameters were measured every 3 d for 21 d (**c**, **d**). Weight of xenograft tumors at 30 d post inoculation (**e**). Representative immunostaining of Ki67 in T47D and MCF7 xenograft tumors (**f**). Green, Ki67; Blue, DAPI. Scale bar, 40 μm. The results are presented as means±SD from five mice. Data are representative of two independent experiments

### The HER2 3’UTR modulates HER3 expression

To explore HER2 3’UTR-dependent transcriptional programs, we analyzed gene-expression profiles of T47D cells transfected with the HER2 3’UTR. 

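T47D is a luminal breast cancer cell line. The cells were electroporated with pcDNA3.1 carrying the HER2 3'UTR or with the empty vector, and expression was measured at 72 h on Agilent 1-color arrays. Before scaling between the arrays, the keratin gene KRT8 had a signal of 16817 in HER2 3'UTR-transfected cells and 11898 in control cells at its brighter probe, and VIM, which encodes vimentin, had 55389 and 51384, while after scaling the mean differences of KRT8 and VIM were -0.20 and -0.43 (log2), which turn above 0 under spike-in scaling. Of 43 luminal and estrogen receptor list members, 6 had no probe well above background on either array. The luminal transcription factor GATA3 had unscaled signals of 3.82 and 3.31, where the central 95% of the negative controls reached 4.64 and 3.98. The others were the hormone receptor genes PGR and PRLR and the genes RET, AGR3 and EGR3. ESR1, which encodes the estrogen receptor, and FOXA1 had probes well above background on both arrays. The brightest ESR1 probe had unscaled signals of 155 and 96.0, and another ESR1 probe was well above background on neither array. KRT8, VIM and these luminal genes were singled out after their values were seen. There was 1 array per vector, both on the same slide, so no difference below has a replicate check and no test was run. The authors deposited scanner signals, background-subtracted and detrended by Agilent Feature Extraction, and a table of quantile-normalized log2 values. Here log2 signals were set relative to each array's 75th percentile, which was 1136 for the HER2 3'UTR and 785 for the control vector. Of 41000 gene probes, 29812 (72.7%) and 28990 (70.7%) were well above background. Differences are HER2 3'UTR minus control vector on the log2 scale, and a threshold of 0.5 follows the paper. A probe well above background on 1 array only was set against the dimmer array's lowest well-above-background signal, which gives a bound ("at least"). Where the dim probe's own signal was higher than that, it was used instead, and the value is a plain difference. Spot error is the SD of repeated spots of like brightness, or for a probe spotted 10 times its own standard error over spots, and covers neither cultures nor transfections. Scaling by 8 spike-in probes instead adds 0.61 to every difference.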

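Among bright probes measured on both arrays, the 10 genes with the largest increases in HER2 3'UTR-transfected cells included 5 from the list of interferon-stimulated genes used here. These are CXCL11, TRIM22, RSAD2, MX2 and XAF1. Whether the others also respond to interferon was not tested. The chemokine gene CXCL11 was 8.17-fold higher at 1 probe (log2 difference 3.03, spot error 0.11) and 4.75-fold higher at the other. UBD was 7.57-fold higher. TRIM22, RSAD2, MX2 and XAF1, which act against viruses, were higher at each of their probes, with largest differences of 2.60, 2.54, 2.30 and 2.33. IDO1, which degrades tryptophan, had a difference of 2.36, the guanylate-binding protein gene GBP5 2.27, IL4I1 2.27 and the noncoding RNA FIRRE 2.52. Among the decreases, ACO1, an iron-responsive aconitase, was 4.30-fold and 3.86-fold lower at its 2 probes. The glycoprotein hormone gene STC2 was 3.36-fold and 2.75-fold lower. NPM3 was 3.57-fold lower, TMED9 2.83-fold lower and LANCL2 3.48-fold lower. Probes disagreed for CFAP44 (-2.62 and 0.39), CPEB4 (-1.46 and 0.30), ELN (-1.98, -0.34 and -0.37), AP2B1 (-1.90 and -0.29) and CCPG1 (-1.90, -0.19 and 0.01). The largest bounds were for ATCAY, PAX1 and IL16, at least 64.1-fold, 19.2-fold and 19.0-fold higher at 1 probe each, but a second ATCAY probe differed by -0.13. LOC650226 was 28.5-fold lower at its own signal, which was not well above background with the HER2 3'UTR. NAALAD2 and BMPR1B were at least 27.2-fold and 23.8-fold lower, while another BMPR1B probe was at least 3.24-fold higher. These values hold for the background treatment used here, and with normexp those of PAX1, IL16 and LOC650226 were 4.52-fold, 4.70-fold and 6.97-fold. Of 30345 probes well above background on at least 1 array, 3219 were higher by over 0.5 and 3201 were lower. Of the 28442 measured on both arrays, 2296 were higher and 2681 lower, and r across these probes, which are not replicates, was 0.989. Of the 10624 probes on neither array, 2606 (24.5%) also differed by over 0.5. Under spike-in scaling the split was 17598 higher and 608 lower, with normexp background correction 1179 and 2622, and without background subtraction 1316 and 2759.

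**Figure D1:**
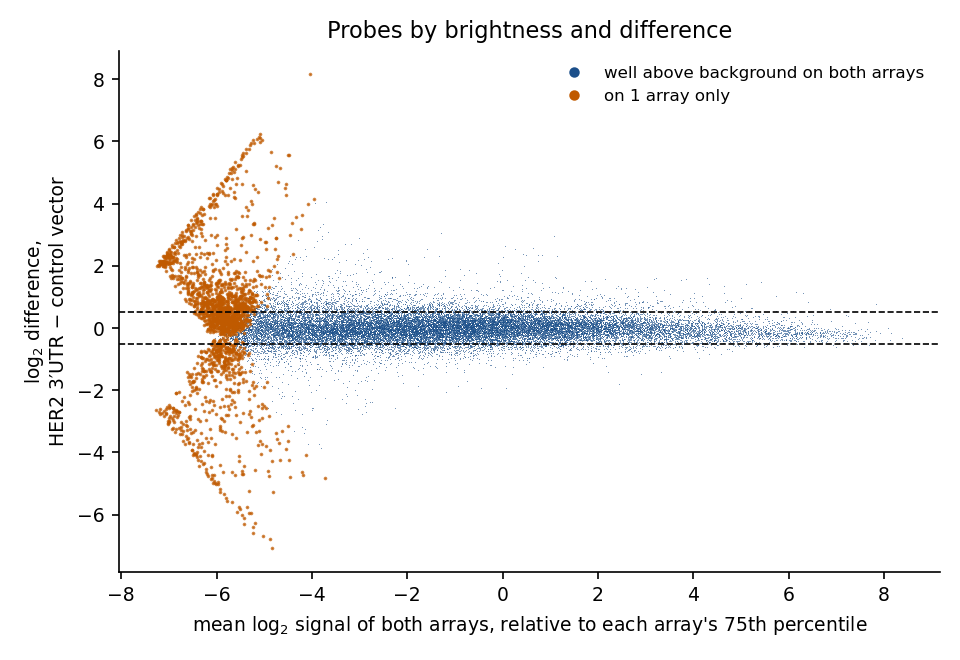
Log2 difference (HER2 3'UTR minus control vector) of each probe against its mean log2 signal relative to the 75th percentile of each array. Blue points are the 28442 probes well above background on both arrays, orange points are those well above background on 1 array only, and dashed lines mark a difference of 0.5 in either direction.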

Compared to control cells, HER2 3’UTR-transfected cells showed upregulation of 4670 probes and downregulation of 4341 probes (Additional file 1: Table S1, log_2_(fold change) > 0.5). To define key pathways regulated by the HER2 3’UTR, gene-set enrichment analysis was performed. 

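The Jak-STAT pathway held more genes that were higher in HER2 3'UTR-transfected cells than lists of like brightness, in part through interferon and NF-kB genes, while the ErbB pathway as a whole had a median near 0. In the Jak-STAT pathway, which carries cytokine signals, 25 of 110 measured genes were higher by over 0.5, of which 7 were measured on 1 array only (23 with such genes at their bounds), and 7 were lower. The interferon gene IFNL1 was 6.85-fold higher, from a control signal of 20.1 near the lower limit, and IL6 2.80-fold higher. With normexp the log2 difference of IFNL1 was 1.24, against 2.78. The number of Jak-STAT genes that were higher lay at the 99.8th percentile of 10000 random lists matched on brightness, whose median number was 14. Without members of the interferon and NF-kB lists, 18 of 102 genes were higher, at the 92.4th percentile. The median of the list was 0.06 (bootstrap 95% interval -0.04 to 0.17), at the 95.7th percentile, and -0.02 over genes measured on both arrays. In the ErbB pathway, which signals from the HER receptors, 10 of 80 measured genes were higher (7 at bounds) and 7 were lower. Of its genes measured on both arrays, the 3 with the largest gene means were PLCG2, ERBB2 and AREG, and the lowest was RPS6KB2. Matched lists had a median of 9 genes higher and 6 lower, and the number higher lay at the 65.7th percentile. The ErbB median was -0.07 (interval -0.15 to 0.01), at the 8.92nd percentile, and without ERBB2 it was also -0.07. Spike-in scaling turned the ErbB median to 0.54, and normexp turned the Jak-STAT median to -0.13. The number of Jak-STAT genes past 0.5 in either direction also moved with the processing. It was 32 in the processing used, 17 with normexp, 20 without background subtraction and 74 under spike-in scaling. In Table S2, the paper's analysis ranks the Jak-STAT pathway 31 (33 of 158 genes, the paper's p 0.0354 and adjusted p 0.327) and the ErbB pathway 42 (19 of 87 genes, the paper's p 0.0649 and adjusted p 0.444). Of the 213 pathways there, 3 have the paper's adjusted p under 0.05, which are herpes simplex infection, TNF signaling and influenza A.

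**Figure D2:**
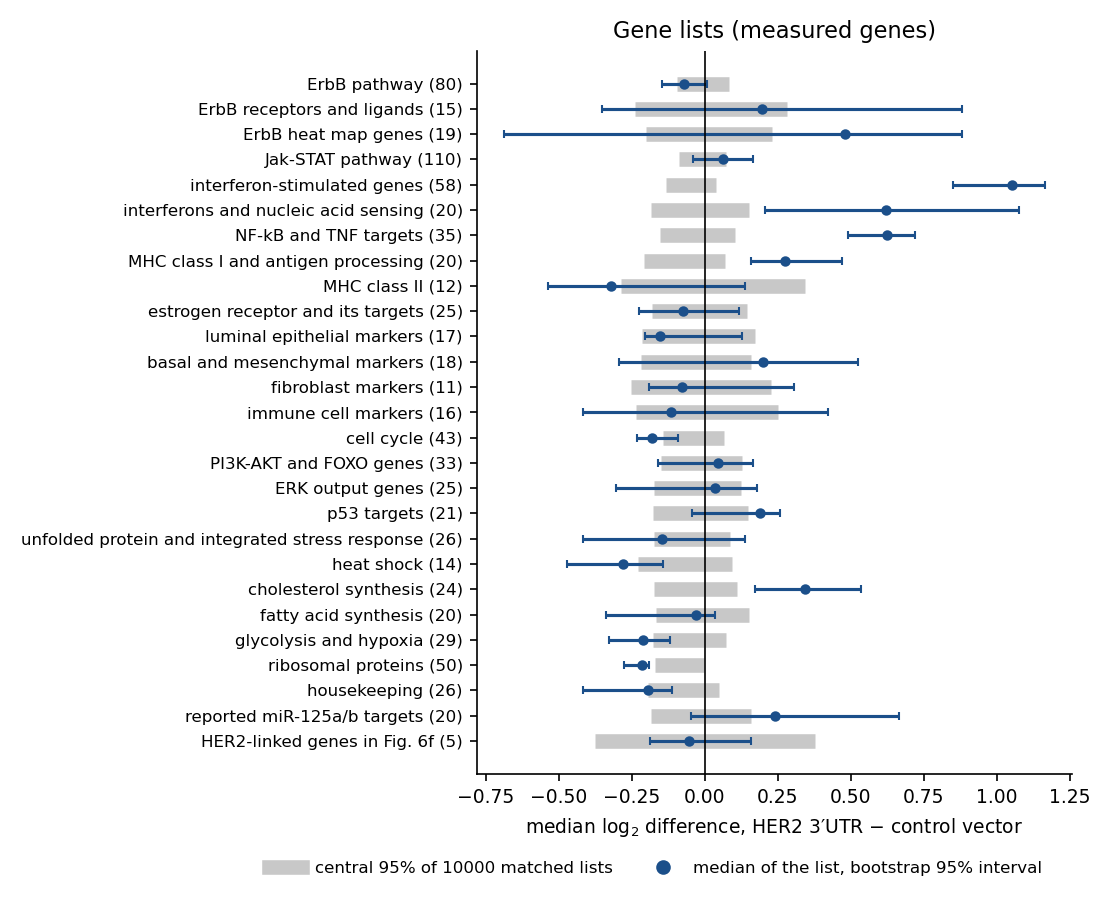
Median log2 difference (HER2 3'UTR minus control vector) of the measured genes of each list, with their number in parentheses. Points are medians with bootstrap 95% intervals over genes and gray bars span the central 95% of 10000 lists matched on brightness, so that the ErbB pathway at -0.07 (0.54 under spike-in scaling) and the Jak-STAT pathway at 0.06 (-0.13 with normexp) lie within their gray bars.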

Among the top 50 enriched pathways, the Jak-STAT and ErbB signaling pathway were affected by the HER2 3’UTR (Additional file 2: Table S2). As the ErbB family plays a key role in tumor growth and development in breast cancer, we focused on the ErbB pathway in this study. As shown by microarray heat mapping, HER2 (ErbB2), HER3 (ErbB3), HER4 (ErbB4), NRG2, and NRG3 were up-regulated by expression of the HER2 3’UTR (Fig. 2a). 

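ERBB2 and ERBB3 were higher in HER2 3'UTR-transfected cells at probes measured on both arrays, whereas ERBB4, NRG2 and NRG3 were measured in the HER2 3'UTR sample only and near the lower limit of the arrays. ERBB3, which encodes HER3, was 1.65-fold higher at probe A_23_P349416 (log2 difference 0.72, spot error 0.11; chromosome 12, 56496160 to 56496219 of hg19) and 1.54-fold higher at probe A_24_P918970 (0.63, spot error 0.20). Another ERBB3 probe was well above background on neither array. With normexp the ERBB3 difference was 0.19. ERBB2 was 4.33-fold higher at probe A_23_P89249 (2.12, spot error 0.01), which was spotted 10 times. That probe covers 37884829 to 37884888 of chromosome 17, near the 3' end of the gene, and its signal does not separate the endogenous transcript from a transfected 3'UTR. The ERBB2 probe A_24_P284420, at 37866650 to 37866709, reads the coding sequence (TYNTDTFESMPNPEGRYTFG). It was 1.89-fold higher against its own control signal, which was not well above background, and 1.04-fold higher with normexp. The spot error of probes not well above background on an array was 0.56. The neuregulin genes NRG2 and NRG3, which encode ligands of HER receptors, were at least 1.05-fold and at least 1.24-fold higher, each at 1 probe. With normexp neither of them kept a bound above 1-fold. NRG1, another neuregulin gene, was lower at 3 probes (-1.05, -0.81 and -0.88), and NRG4 was lower by 1.61-fold. Among the ligands of EGFR, AREG was 2.09-fold higher, EPGN had a difference of -0.79, EREG had 0.70 and -0.01 at its 2 probes and BTC had 0.51 and -0.65. EGFR itself differed by 0.11. Of 15 receptor and ligand genes, 6 were higher by over 0.5 and 3 were lower, but only ERBB2, ERBB3 and AREG of the 6 stayed higher by over 0.5 with bounds in place of values for genes seen on 1 array. The median was 0.20 (interval -0.35 to 0.88, and 0.11 at those bounds), at the 91.4th percentile of matched lists, but 0.02 over the 12 genes measured on both arrays and -0.18 with normexp. The paper took HER3 forward for the strength of the HER2 and HER3 receptor pair, and it proposes crosstalk between HER3 mRNA and the HER2 3'UTR.

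**Figure D3:**
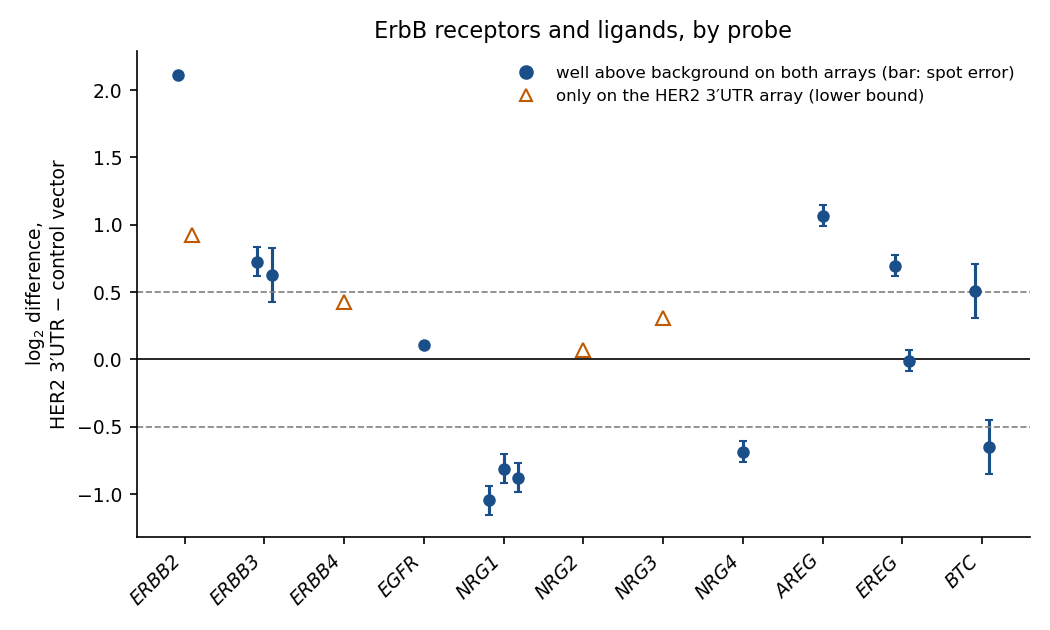
Log2 difference (HER2 3'UTR minus control vector) of each probe of the ErbB receptor and ligand genes. Filled points are probes well above background on both arrays with their spot error, and dashed lines mark 0.5 in either direction. Open triangles are lower bounds for probes well above background on the HER2 3'UTR array only (for ERBB2 a plain difference). Both ERBB3 points lie above 0.5, and the 3 NRG1 points lie below -0.5.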

The microarray results were further confirmed by real-time PCR analysis (Fig. 2b).

**Fig. 2:**
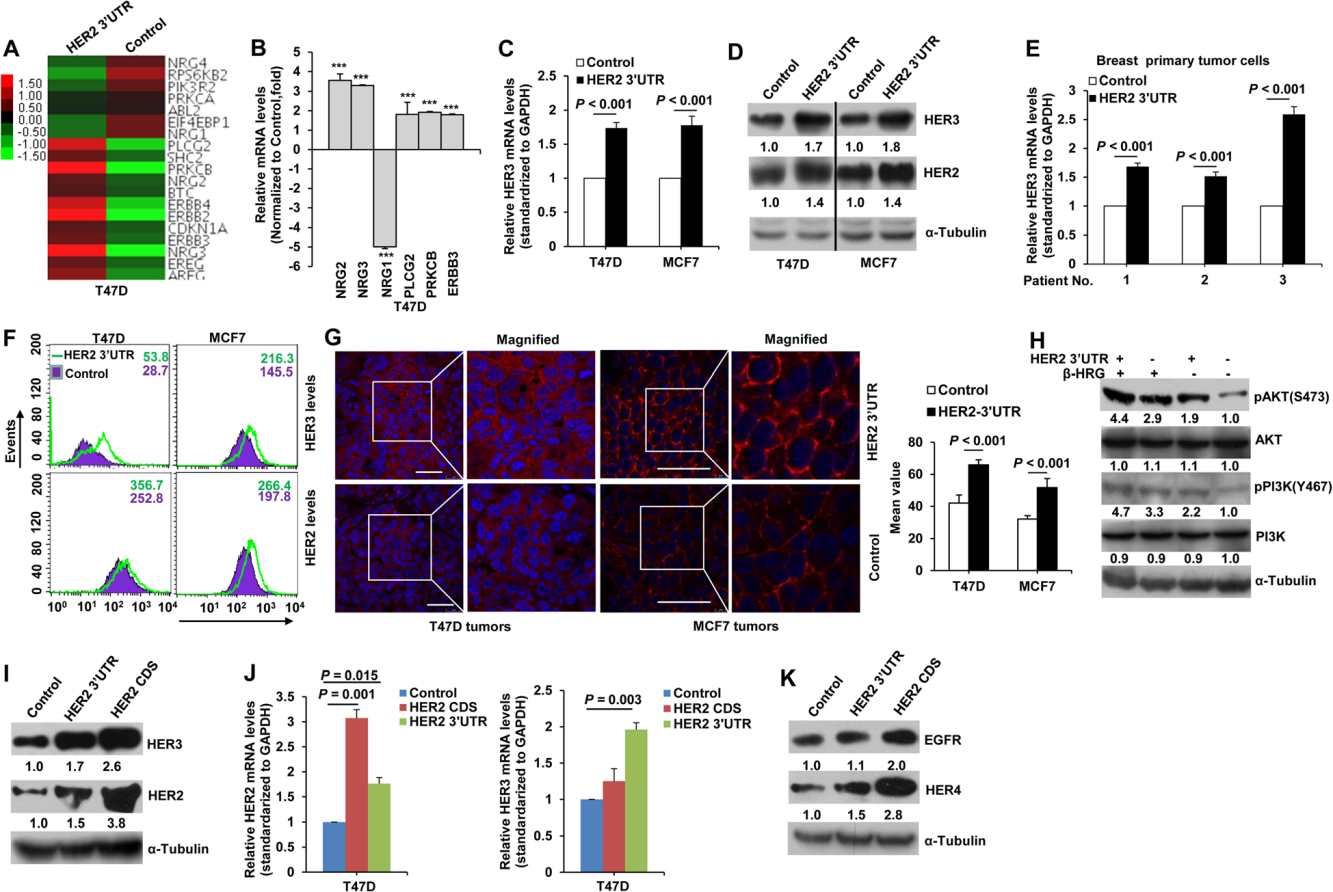
The HER2 3’UTR regulates HER3 expression. (A) Microarray heat map of differentially expressed genes in the ErbB pathway in T47D cells transfected with the HER2 3’UTR and control vector. See also Tables S1 and S2. (B) Real-time PCR analysis of gene expression in T47D cells as in (A). ^***^, *P* < 0.001 compared to the control. (C, D) Real-time PCR (C) and western blotting (D) analysis of HER3 mRNA and protein levels in T47D and MCF7 cells transfected with the HER2 3’UTR and control vector. (E) Real-time PCR analysis of HER3 expression in breast primary tumor cells transfected with the HER2 3’UTR and control vector. (F) FACS analysis of HER2 and HER3 expression in T47D and MCF7 cells stably transfected with the HER2 3’UTR or control vector. (G) Immunostaining of HER3 levels in T47D and MCF7 xenograft tumors. Red, HER3; Blue, DAPI. Scale bar, 40 μm. The mean values of HER3 fluorescence calculated and analyzed by Leica TCS SP8 Confocal platform are shown. (H) Western blot analysis of the PI3K/AKT pathway of T47D cells transfected with the HER2 3’UTR or control vector. (I, J, K) Western blot (I, K) and real-time PCR (J) analysis of EGFR, HER2, HER3 and HER4 protein and HER3 mRNA levels in T47D cells transfected with control vector, the HER2 3’UTR, or the HER2 CDS. All error bars represent the standard deviation. All quantitative data were generated from a minimum of three replicates

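The other genes of the heat map encode parts of the signaling chain behind the receptors. PLCG2, a phospholipase C, was 3.26-fold higher in HER2 3'UTR-transfected cells (log2 difference 1.71, spot error 0.11). The adaptor gene SHC2 was 1.64-fold higher. CDKN1A, which encodes the cell cycle inhibitor p21, had differences of 0.59 and 0.37 at its 2 probes. The protein kinase C gene PRKCB was at least 2.53-fold higher at 1 probe, and its 2 other probes were well above background on neither array. PRKCA, another protein kinase C gene, was lower at both probes (-0.68 and -1.16). The ribosomal S6 kinase gene RPS6KB2 was 2.38-fold lower, EIF4EBP1, a repressor of translation, 1.77-fold lower and PIK3R2, a regulatory subunit of PI3K, 1.61-fold lower. ABL2 was lower by over 0.5 at 1 of its 3 probes (-0.20, -0.83 and -0.17), and its mean turned to 0.21 under spike-in scaling. Of the 19 heat map genes, 9 were higher by over 0.5 (6 with genes seen on 1 array at their bounds) and 6 lower, and 15 had a probe well above background on both arrays. Their median was 0.48 (interval -0.69 to 0.88), or 0.31 at those bounds, but -0.07 over the 15 genes measured on both arrays. The study chose these genes on the same arrays, so their counts are not independent evidence of a change in the pathway. With normexp, the difference of PLCG2 was 0.94, that of SHC2 was 0.10 and PRKCB was at least 1.11-fold higher.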

HER3 was selected for further study as the HER2–HER3 heterodimer constitutes the most mitogenic receptor complex and the key oncogenic unit within the HER family [14]. As represented in Fig. 2c and d, a significant increase of HER3 mRNA and protein levels was observed in HER2 3’UTR-transfected cells. Similar results were observed in primary breast cancer cells (Fig. 2e). Cell surface HER3 levels were elevated by ~ 1.6-fold and 1.5-fold for T47D and MCF7, respectively, as detected by flow cytometry (Fig. 2f). Furthermore, increased HER3 protein levels were observed in xenograft tumors stably transfected with the HER2 3’UTR, as detected by immunostaining (Fig. 2g). The HER2 3’UTR enhanced activation of AKT and PI3K signaling downstream of HER2/HER3 heterodimers (Fig. 2h). We further compared the effects of the HER2 3’UTR and HER2 CDS on HER2/HER3 expression. As can be seen in Fig. 2i, both the HER2 3’UTR and CDS increased HER2 and HER3 protein levels. However, only the HER2 3’UTR elevated HER3 mRNA levels (Fig. 2j), indicating that the HER2 3’UTR-induced increase in HER3 protein levels may be due to its elevated mRNA levels. HER2 CDS increased HER3 protein levels likely by forming heterodimers and reducing HER3 endocytosis and subsequent degradation [27]. In contrast, no obvious change in EGFR levels was observed by the HER2 3’UTR (Fig. 2k). The HER-2 3’UTR also elevated HER4 protein levels possibly through ceRNA crosstalk as the HER2 and HER4 3’UTRs have shared miRNA binding sites (Additional file 3: Table S3). Altogether, these data suggested that there is cross-talk between HER3 mRNA and the HER2 3’UTR.

### The HER2 3’UTR promotes cell malignancy in a miR-125a/b response element-dependent manner

As shown in Fig. 3a, the HER2 3’UTR elevated the activity of a HER3 3’UTR luciferase reporter. In addition, HER3 mRNA was recruited to RISCs at much lower levels in HER2 3’UTR-transfected cells compared to control cells (Fig. 3b). MiRNA prediction indicated that 61 miRNAs have binding sites in both human HER2 and HER3 3’UTRs (Additional file 4: Table S4), among which miR-125-5p, miR-27a-5p, and miR-378 ranked in the top 100 in miRNA abundance in breast invasive carcinoma (TCGA). We then tested if these shared miRNAs are involved in regulation of HER3 expression via the HER2 3’UTR. miR-125a and miR-125b, which target the HER2 3’UTR at nucleotides 17–44 and 19–44, respectively [28, 29], significantly repressed HER2 and HER3 3’UTR luciferase reporters (Fig. 3c). Transfection of moderate amounts of miR-125a or miR-125b endowed the HER2 3’UTR with the capacity to regulate HER3 expression in miR-125a/b low expressing 293 T cells (Fig. 3d). No effect on HER3 luciferase reporter by HER2 3’UTR was observed in 293 T cells that were not transfected with miR-125a/b. This is due to low expression of miR-125a/b in 293 T cells, and a minimum amount of miR-125a/b is required for regulation of HER3 expression by HER2 3’UTR. In contrast, depletion of miR-125a and miR-125b with inhibitors blocked HER2 3’UTR-mediated elevation of HER3 expression in miR-125a/b-rich T47D cells (Fig. 3e).

**Fig. 3:**
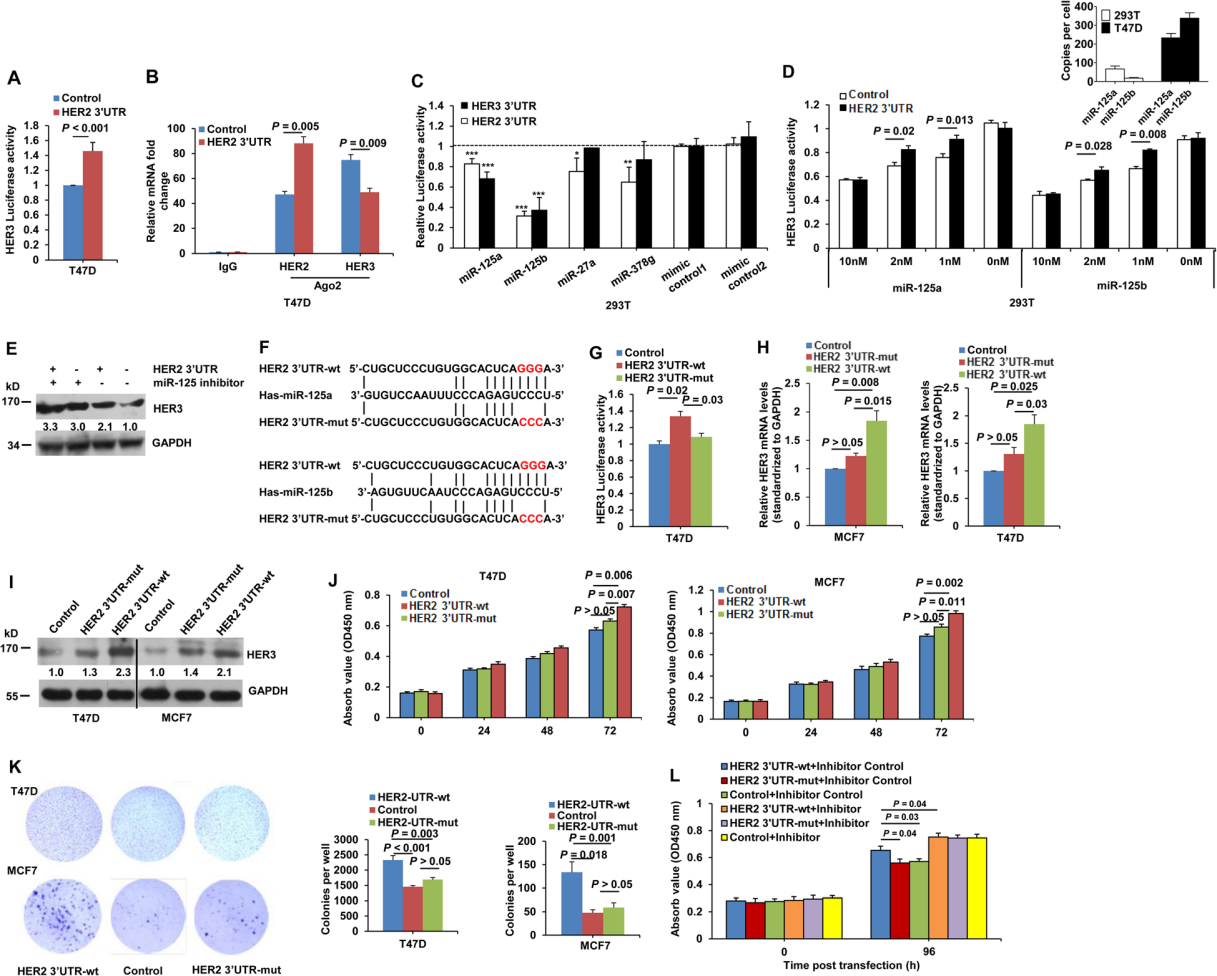
The HER2 3’UTR affects HER3 expression via miR125a/b. **a** HER3 3’UTR-luciferase reporter assay in T47D cells transfected with the HER2 3’UTR or control vector. **b** Lysates from T47D cells transfected with the HER2 3’UTR or control vector underwent immunoprecipitation with an anti-Ago2 antibody. Immunoprecipitated RNAs were recovered, and real-time PCR was performed using primers targeting the HER2 and HER3 3’UTRs. **c** 293 T cells were co-transfected with a luciferase reporter, the HER2 or HER3 3’UTR, the indicated miRNA mimic, or control mimic, respectively, and luciferase activities were measured using a dual-luciferase assay kit 48 h post transfection; see also Table S3. *P* < 0.05 (^*^) and *P* < 0.01 (^**^) compared to control transfections. **d** Lower panel, 293 T cells were co-transfected with HER3 3’UTR luciferase reporter constructs, the indicated dose of miR-125a or miR-125b mimics, and HER2 3’UTR or empty control plasmids. The luciferase activities were measured 48 h post transfection. Upper panel, copies-per-cell analysis of miR-125a/b in T47D and 293 T cells. **e** Western blotting of HER3 protein levels in T47D cells transfected with the HER2 3’UTR or control vector, along with miR-125a/b inhibitors or a randomized oligonucleotide (control). **f** Schematic representation of miR-125a/b response elements within the HER2 and HER3 3’UTR. Perfect matches are indicated by a line. Mutations were made in the seed region of the miR-125a/b binding sites. **g** Luciferase activity of the HER3 3’UTR reporter in T47D cells transfected with wild-type (wt) or mutant (mut) HER2 3’UTR or empty vector as a control. **h-k** MCF7 or T47D cells were transfected with wild-type or mutant HER2 3’UTR or empty vector as a control. Real-time PCR (**h**) and western blotting (**i**) were performed to determine HER3 mRNA and protein levels 24 and 48 h post transfection. Cell proliferation (**j**) and colony forming (**k**) were measured by CCK8 and clonogenic assays 72 h and 7 d post transfection, respectively. **l** Proliferation of T47D cells cotransfected with wild-type or mutant HER2 3’UTR or empty vector as a control, along with miR-125a/b inhibitors or a randomized oligonucleotide (control). All error bars represent the standard deviation. All quantitative data were generated from a minimum of three replicates

To investigate the effect of miR-125a/b response elements on HER3 expression, mutations were introduced into the HER2 3’UTR within the miR-125a/b binding sites as shown in Fig. 3f. Up-regulation of the luciferase activity of the HER3 3’UTR (Fig. 3g), HER3 mRNA (Fig. 3h), and protein (Fig. 3I) levels was significantly attenuated by the mutated HER2 3’UTR, compared to wild type HER2 3’UTR. In addition, mutated HER2 3’UTR also significantly attenuated the ability to enhance cell proliferation (Fig. 3j) and colony formation (Fig. 3k). Finally, the effect of the HER2 3’UTR on cell proliferation was largely abolished by miR-125a and miR-125b depletion (Fig. 3l). Taken together, these results demonstrate that the miR-125a/b response element is essential for HER2 3’UTR regulation of HER3 and cell malignancy.

### Both the CDS and 3’UTR contribute to HER2 oncogenic potential

We dissected the roles of the HER2 CDS and 3’UTR on HER2-mediated tumor growth. We constructed HER2 CDS, 3’UTR, and full-length HER2 (including both the CDS and 3’UTR) expression vector (Fig. 4a). The HER2 3’UTR and full-length HER2, but not the HER2 CDS, elicited a significant increase in HER3 mRNA levels (Fig. 4b), whereas all of the constructs increased HER3 protein levels, with full-length HER2 yielding the largest increase (Fig. 4c). Accordingly, transfection of the HER2 3’UTR, CDS, or the full-length construct all significantly increased cell growth and colony formation (Fig. 4d and e). Moreover, cells stably transfected with the HER2 3’UTR and CDS developed larger tumors compared to controls (Fig. 4f). Full-length HER2 led to the largest increase in cell proliferation, colony formation, and tumor growth. Increased HER3 expression was also observed in HER2 3’UTR-, CDS-, or full-length-overexpressing tumors (Fig. 4g). We further mutated the start codon of the HER2 CDS to prevent HER2 protein expression (Fig. 4h). As seen in Fig. 4i, transfection of this HER2 construct that ablates protein expression but preserves 3’UTR mRNA expression still stimulated cell proliferation.

**Fig. 4:**
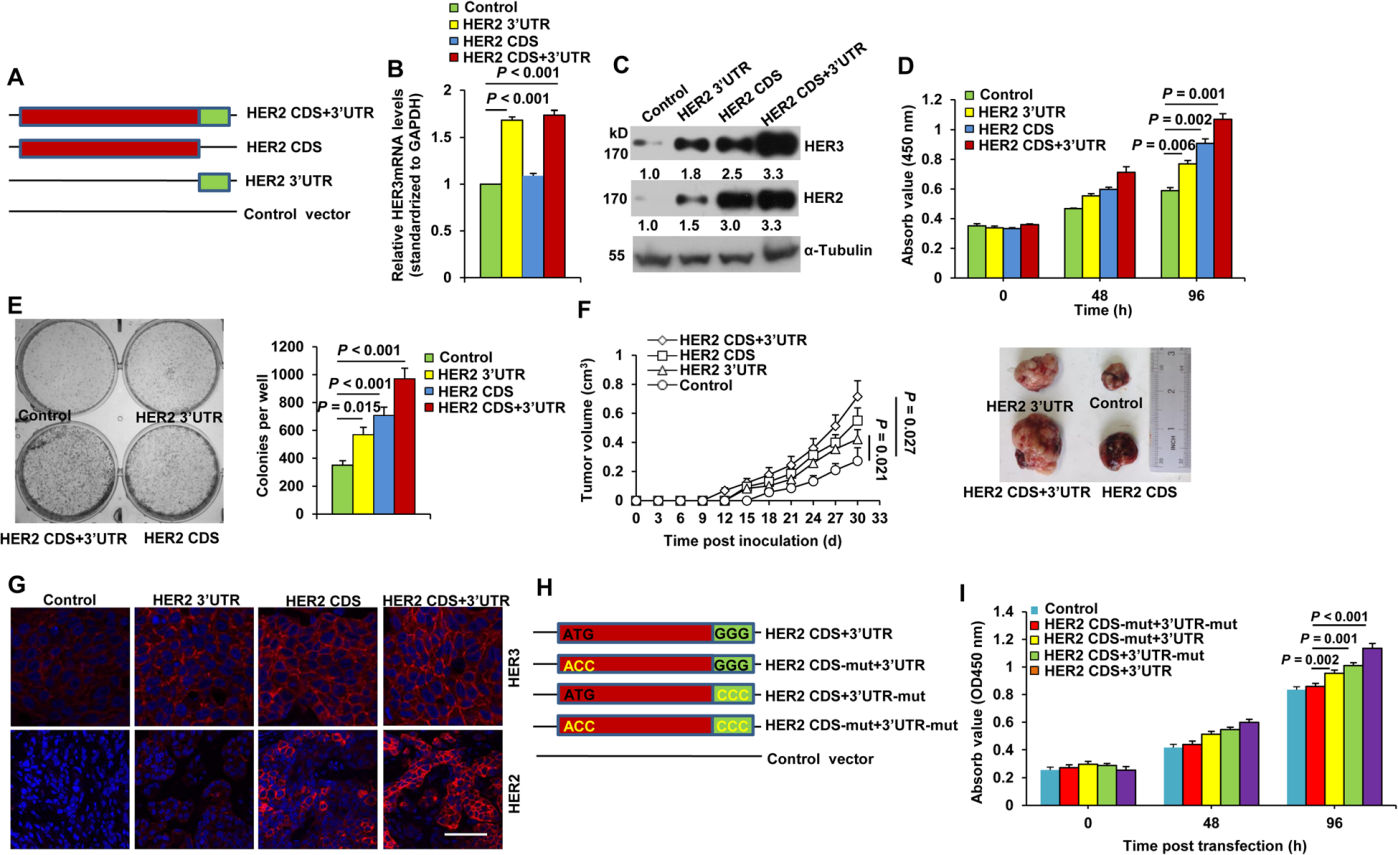
Both the HER2 CDS and 3’UTR possess oncogenic activity. **a** Schematic representation of the construction of HER2 mRNA elements. (B-E) T47D cells were transfected with the HER2 3’UTR, HER2 CDS, or full-length HER2. Real-time PCR (**b**) and western blotting (**c**) analyses were performed to determine HER3 mRNA and protein levels 24 or 48 h post transfection. Cell proliferation (**d**) and colony formation (**e**) were determined by CCK8 and clonogenic assays 96 h and 7 d posttransfection, respectively. All error bars represent the standard deviation. Quantitative data were generated from a minimum of three replicates. **f, g** T47D cells stably transfected with the HER2 3’UTR, HER2 CDS, or full-length HER2 were s.c. injected into female BALB/c-nude mice. Tumor diameters were measured every 3 d for 30 d (**f**, left). Representative tumor images at day 30 are shown (**f**, right). Immunostaining of HER3 and HER2 levels in T47D xenograft tumor sections (**g**). Red, HER2/HER3 as indicated; Blue, DAPI. Scale bar, 40 μm. The results are presented as means ± SD from five mice. **h, i** Schematic representation of the construction of HER2 mRNA elements. The start codon of the CDS and/or the seed region of the miR-125a/b binding sites were mutated as illustrated in yellow (**h**). T47D cells were transfected with plasmid constructs as in (H). Cell proliferation was determined by CCK8 assays 96 h post transfection. Error bars represent the standard deviation. Quantitative data were generated from a minimum of three replicates

### HER2 3’UTR-induced HER3 upregulation confers trastuzumab resistance

An important consideration in the HER2 mRNA-miR-125a/b-HER3 mRNA interaction is their absolute levels in cells, so we measured the copy numbers of their transcripts by real-time PCR calibrated with an internal standard curve of a HER2 or HER3 expression vector or synthetic miR-125a/b mimics. As shown in Fig. 5a, there were ~ 10,000–20,000 HER2 mRNA transcripts per cell in HER2 over-expressing cells. miR-125a/b was expressed at ~ 100–200 molecules per cell. In contrast, HER3 mRNA was expressed at only ~ 30 molecules per cell. A low ratio of miR-125a/b:HER2 mRNAs and high ratios of miR-125a/b:HER3 and HER2:HER3 mRNAs were found in HER2 over-expressing cells, which further indicates that the interaction between HER2 and HER3 mRNAs occurs under such a circumstance. Of note, trastuzumab treatment led to upregulation of HER2 and HER3 mRNA levels in both dose-dependent and time-dependent manners (Fig. 5b-c). Trastuzumab had no obvious effect on miR-125a expression levels and only slightly decreased miR-125b levels (Additional file 5: Figure S1). Only a moderate decrease in HER3 protein levels was observed by transient treatment with trastuzumab (Additional file 6: Figure S2), which may be because the amount of increased HER3 by HER2 mRNAs could not totally compensate for the loss of HER3 by decreased HER2 protein. The enhancement of trastuzumab on HER3 mRNA expression was largely abrogated in cells treated with miR-125a and miR-125b inhibitors (Fig. 5d), validating that upregulation of HER3 mRNA by trastuzumab was dependent on miR125a/b.

**Fig. 5:**
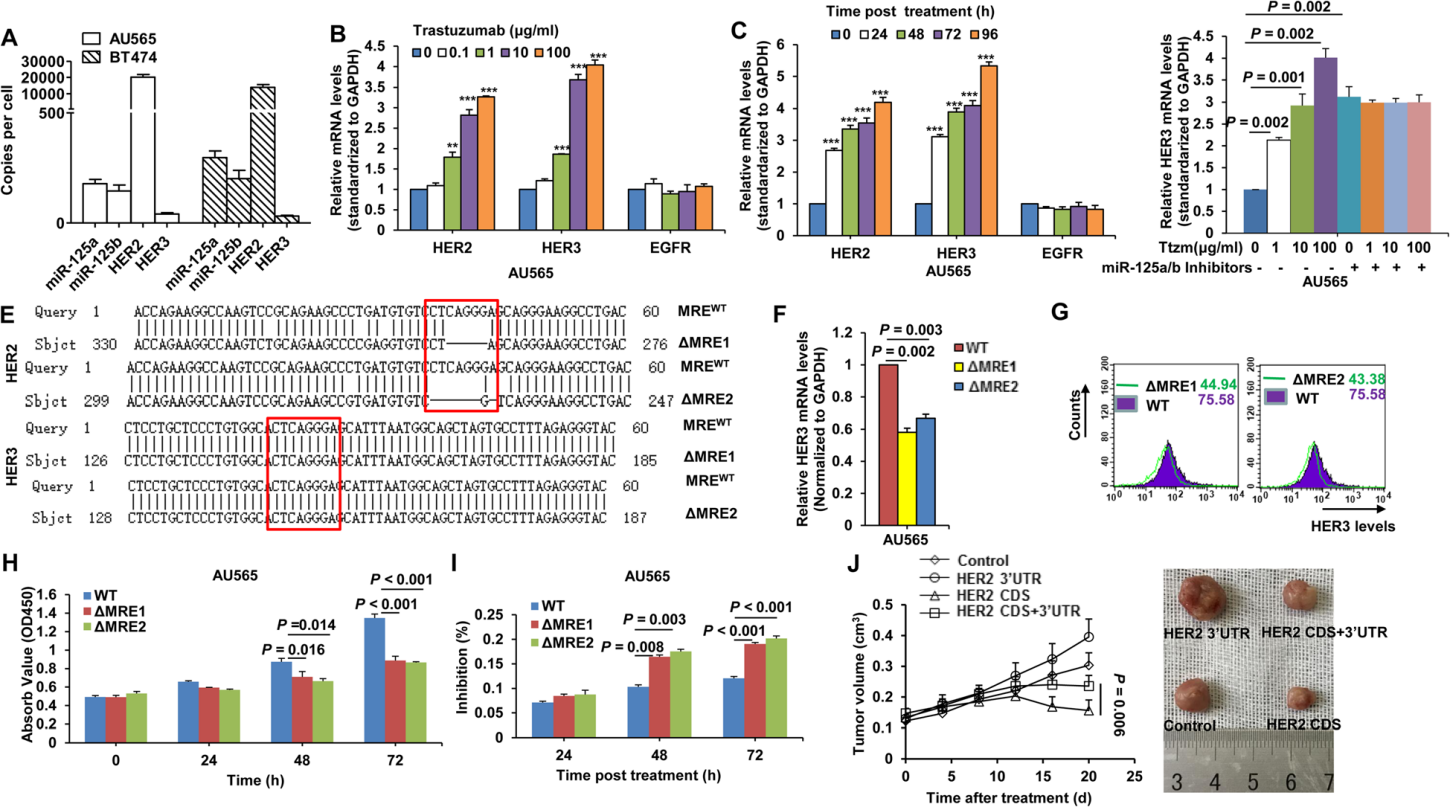
Effect of the HER2 3’UTR on trastuzumab resistance. **a** Copies-per-cell analysis of miR-125a/b, HER2, and HER3 mRNA in HER2-overexpressing cells. **b, c** Real-time PCR analysis of HER2 and HER3 mRNA levels in AU565 cells treated with the indicated concentration of trastuzumab (**b**) or 10 μg/ml trastuzumab at the indicated times (**c**). EGFR served as a negative control. ^**^, *P* < 0.01 compared to the control. ^***^, *P* < 0.001 compared to the control. **d** Real-time PCR analysis of HER3 mRNA levels in AU565 cells treated with the indicated concentration of trastuzumab with or without miR-125a/b inhibitors. **e** Sequencing of the HER2 and HER3 genes in wild type (MRE^WT^) and CRISPR/Cas9-mutated (ΔMRE) miR-125a/b response elements. Boxes in red indicate the seed region of the miR-125a/b binding sites. **f, g** Real-time PCR (**f**) and FACS (**g**) analyses of HER3 mRNA and protein levels in AU565 WT and ΔMRE cell lines. **h** Cell proliferation was determined by CCK8 assays. **i** AU565 WT and ΔMRE cells were treated with 10 μg/ml trastuzumab or control IgG at the indicated times. The inhibition rate of cell proliferation was calculated as: Inhibition rate (%) = [(cell proliferation without trastuzumab–cell proliferation with trastuzumab)/cell proliferation without trastuzumab] × 100%. **j** T47D cells stably transfected with the HER2 3’UTR, HER2 CDS, full-length HER2, or control vector were s.c. injected into female BALB/c-nude mice. When the xenograft tumors grew to a volume of 0.1 cm^3^, mice were treated with trastuzumab (10 mg/kg). Tumor diameters were measured every 5 d for 20 d (**j**, left). Representative tumor images at day 20 are shown (**j**, right). The results are presented as means ± SD from five mice

AU565 cells were then treated with increasing doses of trastuzumab for more than 6 months to obtain a trastuzumab-resistant clone, TtzmR. Both HER2 and HER3 mRNA levels were increased in TtzmR cells compared to parental cells (Additional file 7: Figure S3A). In addition, a substantial downregulation of HER2 protein levels and an obvious upregulation of HER3 were observed in the trastuzumab-resistant cells (Additional file 7: Figure S3B, S3C). We then investigated whether combinatory treatment with HER3 siRNA and trastuzumab could be a useful strategy for overcoming trastuzumab resistance. As shown in Figures (Additional file 7: Figure S3D and S3E, knocking down HER3 significantly restored the sensitivity of the trastuzumab-resistant cells to trastuzumab treatment, both in vitro and in vivo. The efficiency of HER3 knock down by RNAi was determined by IF staining (Additional file 7: Figure S3F). To further determine the role of the HER2 3’UTR on trastuzumab resistance, we generated a mutant AU565 cell line lacking the seed sequence within the miR-125a/b responsive element (ΔMRE) by CRISPR/Cas9. Two clones were selected after sequencing (Fig. 5e). Compared to wild type cells, ΔMRE cells displayed decreased levels of HER3 mRNA (Fig. 5f) and protein (Fig. 5g), as well as decreased cell proliferation (Fig. 5h). In addition, greater inhibition by trastuzumab was observed in mutant cells (Fig. 5i). Finally, cells stably expressing the HER2 3’UTR displayed increased tumor resistance to trastuzumab treatment (Fig. 5j). Together, these data indicate that the HER2 3’UTR is involved in trastuzumab resistance in breast cancer.

### Correlation between HER2 and HER3 levels in primary breast cancer

We further assessed HER2 and HER3 mRNA levels in breast cancer patients. Quantitative real-time PCR analysis revealed a significant positive correlation between HER2 and HER3 mRNA levels in 80 breast cancer tumors (Fig. 6a). Sequencing of the HER2 3’UTR showed that there was strict sequence conservation among tumors (data not shown). We next interrogated The Cancer Genome Atlas’s data for HER2 and HER3 expression. As shown in Fig. 6b, there is a significant correlation between HER2 and HER3 mRNA levels in breast cancer. Importantly, a positive correlation between HER2 mRNA and HER3 protein levels was observed in patients with medium amounts of miR-125a/b (Fig. 6c), which is consistent with the observation in cell experiments (Fig. 3d). However, no such correlation was seen between HER2 and HER3 gene copy numbers (Fig. 6d). There is no correlation between miR-125a/b and protein levels of HER1 and HER2 in HER2 positive patients (Additional file 8: Figure S4), which may be due to a high ratio of HER2 mRNAs:miR-125a/b. In addition, no correlation between miR-125a and HER3 protein and only a weak correlation between miR-125b and HER3 protein level were observed, indicating that highly abundant HER2 mRNAs may sequester most miR-125a/b. Taken together, these data suggest that HER2 mRNA upregulates HER3 expression through miR-125a/b in primary breast cancer. We further performed a meta-analysis using TCGA data. By comparing expression levels of predicted miR-125a/b targets to those of all genes in the microarray data, we found a significant elevation in predicted miR-125a/b targets compared to all genes or to non-miR-125a/b targets (Fig. 6e). Aside from HER3, HER2 mRNA may act as a sponge to absorb other shared miRNAs and up-regulate the corresponding oncogenes, such as MYC, mucin 1/4 (MUC1 and MUC4), semaphorin 4D (Sema4D), and HRAS (Fig. 6f).

**Fig. 6:**
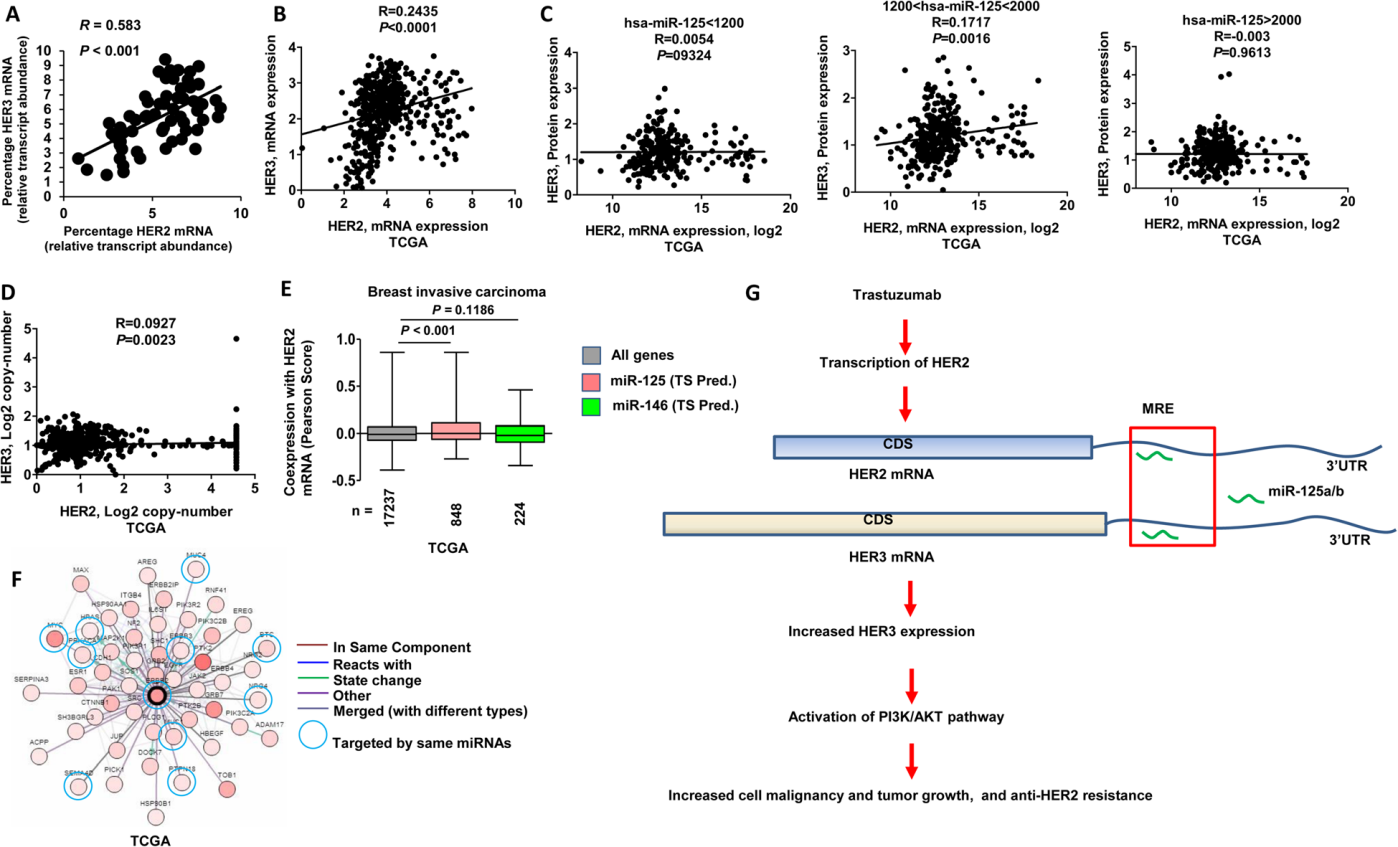
Correlation between HER2 and HER3 levels in human breast cancer. **a** Correlation of HER2 and HER3 mRNA expression in 80 primary human breast tumors. **b-d** Correlation of HER2 and HER3 mRNA (B) HER2 mRNA and HER3 protein levels **c**, HER2 and HER3gene copy-number **d** in breast invasive carcinoma (TCGA). **e** Meta-analysis of gene expression microarray data. miR-125a/b and miR-146a targets predicted by TargetScan (TS) were analyzed. The Pearson score of coexpression with HER2 mRNA of miR-125a/b targets was compared to miR-146a targets or all genes; the number of genes in each group is shown. **f** Meta-analysis of gene interaction with HER2. Genes targeted by the same miRNAs are circled. **g** A schematic model of HER2-HER3 mRNA cross-talk in breast tumor development and trastuzumab resistance

## Discussion

HER2 heterodimerization with other HER members leads to the most potent of receptor combinations for causing continual downstream PI3K/Akt, Ras/MAPK, and JAK/STAT signaling, which drives oncogenic transformation and breast tumor growth. In the present study, we investigated whether highly expressed HER2 mRNAs in HER2 gene-amplified breast cancer could directly affect the expression of other HER members via shared MREs. We focused on HER3 because, as a specialized allosteric activator, it has a unique and potent ability to activate the downstream PI3K and AKT pathways. We showed herein that the HER2 3’UTR derepresses HER3 by sequestering cellular miR-125a/b in breast cancer cells and tumors. The tumor growth promotion effect of the HER2 3’UTR was nearly comparable to the HER2 CDS (Fig. 4). Our study establishes the HER2 3’UTR as a potent oncogenic transcript that elevates the expression of HER3 and activates downstream AKT and PI3K pathways in a MRE-dependent and coding-independent manner. These results are consistent with the observation of the positive correlation between HER2 and HER3 mRNA levels in breast cancer patients. Remarkably, we demonstrated that inhibition of HER2 with trastuzumab results in time- and dose-dependent upregulation of HER3 mRNA and protein by the HER2 3’UTR, which confers trastuzumab resistance. Our results may therefore provide further dissection of the impact of HER2 overexpression on both HER3 mRNA regulation and anti-HER2 resistance, as shown in Fig. 6g. In this model, HER2 mRNA-mediated HER3 up-regulation plays an important role in breast cell transformation, tumor growth, and resistance to anti-HER2 therapy. These data imply that targeting HER2/HER3 mRNAs may provide an effective strategy for the treatment of HER2-positive breast cancer.

In HER2-amplified cancer, activation of HER3 may occur through high-level expression of heterodimerization with HER2 [30]. HER3 is classified as a pseudokinase which lacks intrinsic kinase activity. HER2 has no known ligands but can dimerize with other HER family members, especially HER3. HER3 can be phosphorylated and activated by residual HER2 activity. Phosphorylated HER3 in turn activates PI3K via its six docking sites for the p85 adaptor subunit of PI3K. Due to HER3-mediated compensation, current clinical therapy against HER2 will not block PI3K pathway completely, resulting in unrestrained PI3K-AKT-mTOR signaling that is essential for tumorigenesis and drug resistance [14, 31, 32]. In breast carcinoma, HER3 levels can significantly increase due to overexpression instigated via gene amplification [33], transcription, and protein translation [15, 17, 34] or via enhanced molecular stability by dimerization [27]. miRNAs affect HER3 expression at the post-transcription level [29, 35–38]. Both HER2 and HER3 are validated targets of miR-125a and miR-125b [28].

HER2/HER3 co-overexpression is significantly associated with metastasis and shorter survival in breast cancer [13, 39]. All of these studies indicate that there may be crosstalk and cooperativity between HER2 and HER3. Our current work suggests that besides by HER2 protein heterodimerization, HER2 overexpression in breast cancer up-regulates HER3 via the HER2 3’UTR, which acts as a sponge to bind and sequester endogenous miR-125a/b. The HER2 3’UTR increases HER3 mRNA levels in a miR-125a/b response element- and miR-125a/b-dependent manner. HER2 3’UTR-induced miR-125a/b sequestration results in reduced Ago2 binding and HER3 mRNA derepression. In addition, a low ratio of miR-125a/b: HER2mRNAs and high ratios of miR-125a/b: HER3 mRNA and HER2:HER3 mRNAs were displayed in HER2 gene-amplified and protein-overexpressing breast cancer cells (Fig. 5a), which further indicates that the interaction between HER2 and HER3 mRNA may occur under such a circumstance. We consider that HER2 3’UTR preferentially regulates HER3 mRNA level but not vice versa, as the binding affinity between HER2 3’UTR and miR-125a/b was relatively higher than that between HER3 3’UTR and miR-125a/b by the maximum free energy predicted hybridization configurations (data not shown) and luciferase reporter assay (Fig. 3a and Additional file 9: Figure S5), and a high ratio of HER2:HER3 mRNAs were found in HER2 gene amplified cells (Fig. 5a). 

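The array design holds 2 probes for ERBB4, which encodes HER4. Probe A_32_P183765, at 212240515 to 212240574 of chromosome 2 (hg19), had a signal of 24.5 in HER2 3'UTR-transfected T47D cells and was not well above background in control cells, which makes ERBB4 at least 1.34-fold higher. Probe A_23_P423853, at 212247008 to 212247067, was well above background in neither sample. With normexp or without background subtraction, no bound above 1-fold was left for ERBB4.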

Besides HER3, expression levels of HER4 in HER2 3’UTR-transfected cells were also increased (Fig. 2a, k). MiRNA prediction indicated that 46 miRNAs have binding sites in both human HER2 and HER4 3’UTRs (Additional file 3: Table S3). These data suggested that HER2 may also regulate HER4 expression through ceRNA crosstalk.

Trastuzumab and pertuzumab, monoclonal antibodies targeting HER2 homodimerization and heterodimerization, as well as the HER2 tyrosine kinase inhibitor (TKI), display considerable clinical efficiency. However, the high prevalence of drug resistance after continuous treatment is a major concern [40, 41]. Several lines of evidence demonstrate that upregulation of HER3 is one of the main roads to resistance to anti-HER2 therapies [42, 43]. In current study we found that trastuzumab treatment upregulated HER3 expression via elevated HER2 3’UTR. Although anti-HER2 therapies lead to substantially decreased HER2 level, upregulated HER3 may form dimmers with other kinase including EGFR, FGFR, Met, Src that could also phosphorylate and activate HER3 [16, 44–46]. In addition, even the maximal doses of trastuzumab did not totally deplete HER2 expression (see Additional file 10: Figure S6), it is possible that the residual HER2 kinase activity was enough to partly maintain HER3 phosphorylation. All these could lead to resistance to HER2-targeted therapies. Breast cancer patients with high levels of HER2/HER3 dimerization have poor survival prognosis under treatment with adjuvant trastuzumab [15]. Moreover, a phase II clinical trial study shows that that low HER3 mRNA may represent a pertuzumab-sensitive phenotype in an enriched ovarian cancer patient [47]. Besides, elevated expression of HER3 and MUC4 and their interactions that possibly induced by increased phosphorylation of ERK and expression of PI3K and c-Myc were observed in HER2 knockdown pancreatic cancer cells, leading to increased cell proliferation, motility and tumorigenicity [48]. The feedback mechanisms of inhibition of HER2 or the PI3K/AKT pathway lead to a rebound in HER3 expression and signaling, which provides a rationale for the combination of targeted-therapies and drugs targeting HER2 and HER3. Indeed, dual targeting of HER2 and HER2/HER3 dimerization with trastuzumab and pertuzumab results in enhanced tumor inhibitory effects in mouse xenograft models, and significantly prolongs progression-free survival in HER2-overexpressing breast cancer [11, 49, 50].

Consistent with these previous studies, our findings show that continuous treatment with trastuzumab leads to a substantial down-regulation of HER2 protein levels but a compensatory upregulation of HER2 mRNA, thereby leading to increased HER3 mRNA levels through ceRNA crosstalk. Trastuzumab upregulated HER3 in a miR125a/b-dependent manner as elevated HER2 mRNA by trastuzumab treatment sequestered endogenous miR-125a/b by its 3’UTR and subsequently derepressed HER3 mRNA. Targeting of HER3 with siRNA and/or mutation of the miR-125a/b responsive element within the HER2 3’UTR sensitized HER2-overexpressing breast cancer cells and xenografts to trastuzumab. Our study therefore presents an effort to address the mechanism of regulation of HER3 mediated under anti-HER2 treatment, which further supports the notion that inhibition of HER3, especially targeting HER2 mRNA might provide a novel therapeutic approach for HER2-targeted therapies in breast cancer.

The sensitivity of breast cancer to trastuzumab is directly related to HER2 expression levels, and elevated HER3 is involved in trastuzumab resistance. Although transfection of HER2 CDS and full-length gene both led to increased HER3 expression, they highly elevated HER2 expression in the meantime (see Fig. 4c and g), transforming T47D cells into HER2-positive cells and therefore making these cells more sensitive to trastuzumab. In contrast, HER2 3’UTR only moderately increased HER2 level. This may explain why cells stably expressing the HER2 3’UTR displayed more resistance to trastuzumab treatment than those expressing HER2 CDS or full-length gene (see Fig. 5j). As trastuzumab-induced upregulation of HER3 mRNA was largely dependent on miR125a/b and the HER2 3’UTR (see Fig. 5), we believe that HER2 3’UTR-mediated HER3 upregulation plays an important role in the increased HER3 expression under trastuzumab treatment. In addition, it is worthwhile to fully dissect the cross-regulatory function of HER2 mRNAs on other pathways and their casual role in breast cancer development and drug resistance.

## Conclusion

Our study demonstrates that HER2 mRNAs posttranscriptionally up-regulate HER3 via the sequestration of miR-125a/b, contributing to enhanced breast cancer growth and acquired anti-HER2 resistance. Given that HER2 amplification in breast cancer usually generates highly redundant transcripts, our study therefore supports the notion that the inhibition of HER2 mRNA and/or miR-125a/b activity might provide a novel therapeutic approach for combined targeted drug administration.

## Additional files

Additional file 1: **Table S1.** Gene fold changes in T47D cells transfected with HER2–3’UTR or control vector.

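Table S1 lists probes by their normalized log2 signals, with s1 for the HER2 3'UTR and s2 for the control vector. The first 878 of its 1785 probes were read here. Their signals equal the quantile-normalized values that the authors deposited for the same arrays to within 4.9e-05, and 867 of them were well above background on at least 1 array. ERBB2, NRG3, PRKCA, PRKCB and RPS6KB2 are among the genes of the heat map in this part of the table. The table states a fold change limit of 2, not the threshold of 0.5 on the log2 scale.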

Additional file 2: **Table S2.** Gene-set enrichment analysis in T47D cells transfected with HER2–3’UTR or control vector.

Additional file 3: **Table S3.** Shared miRNAs binding sites prediction in human HER2 and HER4 3’UTR.

Additional file 4: **Table S4.** miRNAs binding sites prediction in human HER2 and HER3 3’UTR.

Additional file 5: **Figure S1.** Effect of trastuzumab on miR-125a/b levels. Real-time PCR analysis of miR-125a and miR-125b levels in AU565 cells treated with 10 μg/ml trastuzumab at the indicated times. Data were generated from three replicates.

Additional file 6: **Figure S2.** Effect of trastuzumab on HER2 and HER3 levels. FACS analysis of HER2 and HER3 levels in AU565 cells treated with 10 μg/ml trastuzumab at the indicated times or the indicated concentrations of trastuzumab.

Additional file 7: **Figure S3.** Combinatory treatment with HER3 siRNA and trastuzumab is useful for overcoming trastuzumab resistance. (A-C) Real-time PCR (A), western blotting (B), and FACS (C) analysis of HER2 and HER3 expression in AU565 parental and trastuzumab-resistant (TtzmR) cell lines. (D) Proliferation of AU565 parental and TtzmR cells treated with 10 μg/ml trastuzumab or control IgG, along with a cholesterol-conjugated siRNA targeting HER3 or a randomized oligonucleotide (control). All error bars represent the standard deviation. All quantitative data were generated from a minimum of three replicates. (E, F) AU565 TtzmR cells were s.c. injected into female BALB/c-nude mice. Mice were treated with cholesterol-conjugated HER3 siRNA or trastuzumab at days 0, 7, and 14. Representative in vivo luciferase images of mice at days 0, 10, and 21(E). The results are presented as means ± SD from five mice. Immunostaining of HER3 in xenograft tumor sections (F). Red, HER3; Blue, DAPI. Scale bar, 40 μm.

Additional file 8: **Figure S4.** Correlation between miR-125a/b and EGFR family proteins in HER2 positive breast cancer patients. Correlation between miR-125a and miR-125b and EGFR family proteins (EGFR, HER2 and HER3) in HER2 positive breast cancer patients.

Additional file 9: **Figure S5.** Reciprocal ceRNA activity between HER2 and HER3 3’UTR. HER2 3’UTR-luciferase reporter assay in T47D cells transfected with the HER3 3’UTR or control vector.

Additional file 10: **Figure S6.** Effect of trastuzumab on HER2 protein levels. Western blot analysis of HER2 levels in AU565 cells treated with the indicated concentrations of trastuzumab. Numbers below the blot indicates quantification shown on Western blot after normalization.

## Abbreviations

3’UTR: 3’untranslated regions
CDS: Coding sequence
ceRNA: competitive endogenous RNA
FACS: Fluorescence-activated cell sorting
HER2: Human epidermal growth factor receptor 2
HER3: Human epidermal growth factor receptor 3
miRNAs: microRNAs
MREs: iRNA response elements
RISC: RNA-induced silencing complex
TCGA: The Cancer Genome Atlas
TtzmR: Trastuzumab-resistant

How the deposited data were processed for this re-analysis (not part of the article)

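Expression was measured in T47D cells electroporated with pcDNA3.1 carrying the HER2 3'UTR or with the empty vector, at 72 h, with 1 array per vector on 1 slide of the Agilent Whole Human Genome Microarray (45015 spots, of which 43376 are gene spots for 41000 probes). With 1 array per group there is no replicate, no test was run and no p-value is given for these arrays.

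The authors deposited each array's scanner output, in which the signal is an intensity that Agilent Feature Extraction 10.7 (named in the submitters' processing notes) had background-subtracted and detrended within the array, without scaling between arrays. The authors also deposited a table of log2 values. Its 41093 rows include 93 control rows. Its columns follow the log2 signals of their own arrays (r 0.99993 each, across rows), their sorted values are equal to within 0.00039 and both medians are 6.927, so the table is quantile-normalized and not centered. The tool behind it is not given in the sources used here. The paper's statistics section names a two-tailed Student's t-test over independent experiments for the paper as a whole, which 1 array per vector does not allow.

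From the scanner output, log2 of the processed signal minus the 75th percentile of the array's gene spots was used. Control spots and spots marked as outliers (89 and 82 gene spots) were left out, spots of a probe were averaged, and no gene spot was saturated. This left 40969 probes with a value on both arrays. The scanner's own mark for a spot well above background set the filter: a probe entered counts when it was well above background on at least 1 array. The lowest such signals were 14.9 for the HER2 3'UTR and 12.6 for the control vector, against negative-control medians of 3.66 and 3.15. A probe well above background on 1 array only has a lower bound, and no fold is given where the bound lies under 1. Where the dim probe's own signal exceeded the lowest such signal of its array, the value is a plain difference. A gene's value is the mean over its measured probes, and where probes disagree the text gives each of them. The number of arrays limits the precision. The 264 probes with 10 spots each gave the spot error: the median SD of a single spot's difference was 0.56 for probes not well above background on an array, and, of probes measured on both arrays, 0.20 for the dimmest 25%, 0.11 for the next 25% and 0.08 for the brightest 50%. Spot noise alone would put 37.2% of the probes not well above background and 1.19% of the dimmest 25% past 0.5.

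Probes were named through the accession in the design file (27294 probes), the symbol (2383) or an older symbol (454), with NCBI's gene table, and 10869 probes had no match. This gave 18885 genes, of which 7987 have several probes and 15082 were measured. Probe positions are those of the scanner files (hg19), and no genome sequence was used. Genes on the Y chromosome are left out of all named results.

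Before the data were examined, 27 gene lists were fixed: the ErbB and Jak-STAT pathways, ErbB receptors and ligands, the ErbB heat map genes, interferon-stimulated genes, interferons and nucleic acid sensing, NF-kB and TNF targets, MHC class I and antigen processing, MHC class II, estrogen receptor targets, luminal, basal and mesenchymal, fibroblast and immune cell markers, cell cycle, PI3K-AKT and FOXO genes, ERK output genes, p53 targets, the unfolded protein and integrated stress response, heat shock, cholesterol synthesis, fatty acid synthesis, glycolysis and hypoxia, ribosomal proteins, housekeeping genes, reported miR-125a/b targets and the genes of Fig. 6f. The interferon, NF-kB, MHC and Jak-STAT lists were written after the pathway names of Table S2 had been read. A list is described by its median, with a bootstrap 95% interval over genes (2000 draws), and by the percentile of its median and of its number of genes past 0.5 among 10000 random lists of the same size, matched over 20 bins of brightness. Genes are not replicates, so these percentiles describe these 2 arrays.

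The text names genes by a rule fixed at the same time: the genes of the heat map, EGFR and the genes of Fig. 6f, the 10 largest increases and 10 largest decreases among bright probes measured on both arrays, up to 4 members of each list and the 3 largest bounds in each direction. Values in the paper's Fig. 2 and Tables S1 and S2 count as seen. The luminal genes without signal, CDH1, KRT5, KRT6B, KRT8, KRT17, VIM, CD4, CD68, PTPRC, CD3D, LYZ and MS4A1 fall outside the rule and were chosen after their values were seen. A result for 1 gene that the rule names is not reported here.

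The alternatives were scaling by the array median, by quantiles or by the 8 spike-in probes well above background on both arrays, normexp background correction (limma 3.58.1 in R 4.3.3, offset 50), no background subtraction, no filter, a filter on both arrays, the authors' value table, the brightest probe of each gene and a threshold of 1. The spike-in probes differed by -0.08 on the log2 scale (SD 0.09 over probes) before scaling and the 75th percentiles by 0.53. Normexp was planned on all spots, but on the control array a few spots with a very bright local background raised the first percentile of the background-corrected signals to 313, where the other array had 55.79, so spots with a non-uniform local background (127 and 95) were left out of it, a choice made after this was seen. A planned comparison of genes with miR-125a/b sites in their 3'UTRs was not run, because no 3'UTR sequences were used here.

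The comparisons were tested on simulated data. With a planted shift of 0.5, 20 of 20 lists of 40 genes lay above the 97.5th percentile of matched lists, and 1 of 20 lists without a shift did. The simulated genes varied independently and list members were drawn at random, so these rates may not hold for real lists whose genes change together. All 50 planted probe changes of 1 were counted past 0.5. Of 30145 unchanged probes, 782 were past 0.5 under spot noise set by brightness, 87 of them among 28252 probes measured on both arrays. None was when all probes had the median noise of the repeated probes. The 782 rest mostly on the SD for probes not well above background on an array, and may be too many. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.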

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

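The tests of the immune cell markers' change, of brightness and of the cultures were chosen only after the result was seen. The 5 groups of genes below, outside those the paper's text discusses, had a median above the control vector and, to 3 digits, at the 100th percentile of matched lists. Only increases were looked for in this way, and groups with a low median are among the other observations.

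Interferon-stimulated genes were higher in HER2 3'UTR-transfected cells: 47 of 58 measured genes were higher by over 0.5, none was lower, and the median log2 difference was 1.05 (bootstrap 95% interval over genes 0.85 to 1.16). The scalings tried could not test an error of scaling in this direction. The lowest median over them, 1.05, was that of the processing used, and the others raised the median difference over all probes by 0.02 to 0.61. The lower end of the interval, 0.85, lies above 0.04, the upper end of the central 95% of lists matched on brightness. This argues against a trend with brightness, and against a scaling shift common to all genes, which would move the matched lists as well. For RNA from immune cells, 15 of 20 immune cell markers were well above background with the HER2 3'UTR. By the rule set beforehand, that number counted for this explanation. The rule left out the control cells, where 15 were well above background as well, so the count does not separate the samples. Of the 20 markers, 4 were well above background on neither array, which are PTPRC, CD3D, LYZ and MS4A1. Before scaling, CD4 had signals of 5336 and 4638 and CD68 5020 and 2848, and after it they differed by -0.33 and 0.28. All these genes were chosen after their values were seen. The upper end of the interval of the markers' median change, 0.42, lies below the lower end for the interferon-stimulated genes. That test was chosen after the result was seen, and it does not exclude RNA from immune cells. What also stays open is a response to the HER2 3'UTR itself, or a difference between the 2 cultures or their transfections other than the insert. The amount or purity of the plasmid is an example. With 1 array per vector, a response and such a difference cannot be told apart.

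Interferons and nucleic acid sensing genes had a median of 0.62, with 11 of 20 measured genes higher by over 0.5 and 1 lower, RIGI at 1.55 and AIM2 at 1.47 among the higher. NF-kB and TNF targets had a median of 0.62 (0.52 with genes seen on 1 array at their bounds), with 22 of 35 higher (20 at their bounds) and 1 lower, among them SOD2 at 1.10 and 1.67 and NFKBIA at 0.94. MHC class I and antigen processing genes had a median of 0.27, with 5 of 20 higher and 1 lower, TAP1 at 0.83 and HLA-F at 0.83 among the higher. Cholesterol synthesis genes had a median of 0.34, with 8 of 24 higher and none lower, STARD4 at 1.08 and MSMO1 at 0.98 among the higher. The medians of these groups stayed above 0 under every processing tried. Virus infection and TNF signaling are also the highest-ranked pathways of the paper's Table S2. That ranking comes from the same 2 arrays, and the interferon, NF-kB and MHC lists were written after its pathway names had been read. It is therefore not separate evidence.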

How the results depend on the processing

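The normexp fit without spots of non-uniform local background and the authors' value table with its control rows were chosen after the data were seen. No paired analysis was possible because each vector has 1 array. The comparison of genes with miR-125a/b sites was not run, and normexp on all spots gave no usable values. Scaling by the median and the authors' value table with the same filter left both probe counts within 1.5 times of 3219 and 3201, as did quantile normalization. The interferon-stimulated genes kept a positive median under all alternatives, from 0.98 to 1.66.

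Under spike-in scaling all values rise by 0.61, and 17598 probes were higher (96.7% of those past 0.5, against 50.1%) and 608 lower. ERBB2 values here are means over its 2 measured probes (1.52 in the processing used), and its 3' probe alone was 2.72 with this scaling, 2.05 with normexp and 2.07 without background subtraction. Gene differences were then 2.13 for ERBB2, 1.28 for ERBB3, 1.49 for ERBB4, 1.25 for NRG2 and 3.05 for NRG3, of which the last 3 rest on control signals not well above background (bounds 1.04, 0.68 and 0.92), and medians 0.54 for the ErbB pathway, 0.67 for the Jak-STAT pathway and 1.66 for interferon-stimulated genes, with 44 ErbB pathway genes past 0.5 instead of 17. Of 126 named genes, 30 turned from lower to higher, 16 of them from within 0.5 of 0. The other 14 were ACACA 0.0092, ACTB 0.035, BIRC5 0.085, CPEB4 0.030, ELOVL1 0.0084, GAPDH 0.078, HLA-DOA 0.012, HSP90AA1 0.11, HSP90AB1 0.033, IPO8 0.014, KRT18 0.11, NDRG1 0.024, PKM 0.027 and RAB7A 0.022. The shift itself is the construction of this scaling.

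For the other alternatives the cause was not tested. With normexp, 1179 probes were higher (31.0% of those past 0.5), ERBB2 was 1.06, ERBB3 0.19, ERBB4 -0.18, NRG2 -0.16, NRG3 -0.026, the ErbB pathway -0.16 and the Jak-STAT pathway -0.13, with 11 ErbB pathway genes past 0.5. Without background subtraction, 1316 probes were higher (32.3%), ERBB2 was 1.10, ERBB3 0.27, ERBB4 -0.093, NRG2 -0.15, NRG3 0.12 and the Jak-STAT pathway -0.12, again with 11 ErbB genes. Without a filter, ERBB2 was 0.92, ERBB3 0.28, ERBB4 0.22, NRG2 -0.43 and the Jak-STAT pathway -0.11. With a filter on both arrays, ERBB2 was 2.12 and ATCAY -0.13, and ERBB4, NRG2 and NRG3 had no value. With the brightest probe, ERBB2 was 2.12, ATCAY -0.13, CCPG1 0.013 and CPEB4 0.30. At a threshold of 1, 1047 probes were higher and 716 lower, with 6 ErbB pathway genes past it.

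Of the 126 named genes, 126 stayed within their spot error (combined over the probes of a gene) under median scaling, all but 19 under quantile normalization, 105 with the authors' value table, 110 without a filter, 81 with the brightest probe, 65 without background subtraction and 55 with normexp. Signal over background limits ERBB4, NRG2, NRG3 and PRKCB, which had no probe well above background on the control array, as was the case for PAX1, IL16 and SEMA4D.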

Differences from the paper's values

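The probe counts here, 3219 higher and 3201 lower, are below the paper's 4670 and 4341 by less than 1.5 times, at the same threshold but with dim probes left out. The authors' value table with no filter and with its control rows, a setting chosen after seeing the values, gives 4670 and 4342, and 2626 (29.1%) of those probes were well above background on neither array. Of the alternatives set before the data were examined, no filter gives 4359 and 4667.

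In Fig. 2a, 19 genes of the ErbB pathway are shown as higher or lower, and 18 had the same direction here. The other is BTC, shown as higher, whose mean over probes was -0.07, from 0.51 at 1 probe and -0.65 at the other. Under spike-in scaling it was 0.54. For ERBB4, NRG2 and NRG3, which the paper lists as higher, the direction here rests on 1 array and turned with normexp. The paper does not rest on the arrays alone: it also reports real-time PCR (Fig. 2b) and raised HER4 protein, which were not examined here.

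The paper's Table S2, which states no threshold, counts 19 genes of the ErbB pathway and 33 of the Jak-STAT pathway. Here 17 and 32 genes were past 0.5, and median scaling and the authors' value table give 19 and 33.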

Other observations

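The test of probe sequences for a miR-125a/b seed match was set beforehand, as was that of the ERBB2 probes. The tests of scaling for ERBB2, of the luminal genes and of the reported miR-125a/b targets were chosen only after the result was seen.

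ASNS and PHGDH, which make asparagine and serine, were lower in HER2 3'UTR-transfected cells at -1.46 and -1.03, also under spike-in scaling (-0.85 and -0.42). In their list, that of the unfolded protein and integrated stress response, 6 of 26 measured genes were lower by over 0.5 and 2 higher, with a median of -0.15 (0.46 under spike-in scaling) at the 6.85th percentile of matched lists, while the number lower lay at the 99.9th. Several other lists had medians slightly below 0 that turned above 0 under spike-in scaling: cell cycle -0.18 (0.29th percentile, 0 higher and 3 lower of 43), heat shock -0.28 (0.46th, 0 and 2 of 14), glycolysis and hypoxia -0.21 (0.57th, 0 and 5 of 29, the number lower at the 98.8th), ribosomal proteins -0.21 (0.14th, 0 and 1 of 50), housekeeping genes -0.19 (2.37th, 0 and 5 of 26, the number lower at the 99.4th) and MHC class II -0.32 (1.37th, 1 and 3 of 12). GAPDH, the standard on the axis of Fig. 2c, was one of them at -0.53 (0.08 under spike-in scaling).

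The p53 targets had a median of 0.19 (99.2nd percentile, 2 higher and 0 lower of 21) and the basal and mesenchymal markers 0.20 (99.1st, 5 and 3 of 18), above 0 under all processing tried. Other medians lay inside the central 95% of matched lists and changed sign with the processing: PI3K-AKT and FOXO genes 0.05 (3 higher and 4 lower of 33), ERK output genes 0.04 (6 and 3 of 25, the number higher at the 99.0th percentile), fatty acid synthesis -0.03 (1 and 3 of 20), estrogen receptor and its targets -0.07 (5 and 4 of 25), luminal epithelial markers -0.15 (3 and 3 of 17), fibroblast markers -0.08 (1 and 0 of 11) and immune cell markers -0.12 (3 and 3 of 16). The genes of Fig. 6f had a median of -0.05 (0.56 under spike-in scaling, 0 and 0 of 5). MYC was -0.19 and -0.07, MUC1 -0.05, MUC4 -0.28, -0.19 and -0.08, and HRAS 0.03. SEMA4D was 1.12-fold higher against its own control signal, which was not well above background. With normexp or without background subtraction, no bound above 1-fold was left for SEMA4D. Counts in this and the paragraph before include genes seen on 1 array, and at their bounds 1 gene fewer was lower among the MHC class II and the basal and mesenchymal genes and 1 fewer higher among the PI3K-AKT and the immune cell genes.

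ERBB2 was higher in HER2 3'UTR-transfected cells at the probe in its 3' end. The scalings tried do not decide whether scaling contributed. The lowest difference of that probe over them, 2.12, was that of the processing used, and the others raised it, to 2.72 under spike-in scaling. The probe may read the transfected 3'UTR itself. The coding sequence probe differed by 0.92, less than the 3' probe, but it was well above background on 1 array only. Its value rests on a dim control signal and fell to 0.061 with normexp. A change of the endogenous transcript and the transfected one therefore cannot be told apart at these probes.

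Luminal genes that a T47D sample would be thought to express were not well above background on either array: of 43 members of the luminal and estrogen receptor lists, 6 were absent in this sense (AGR3, EGR3, GATA3, PGR, PRLR and RET). This count took a gene as present when 1 probe passed on 1 array, so dim genes are among those present. CDH1 had unscaled signals of 32.7 and 6.34 and passed on the HER2 3'UTR array only. ESR1 had 155 and 96.0 at its brightest probe. Others were bright, such as MUC1 at 13357 and 9576 and KRT8 at 16817 and 11898. CDH1 and KRT8 were chosen after their values were seen. A loss of signal over the whole array is argued against, since 26 of 26 housekeeping genes were well above background on both arrays. By the same measure, 2 of 20 basal and mesenchymal markers (KRT5 and KRT6B) and 3 of 14 fibroblast markers were absent. KRT17, a basal keratin gene chosen after its values were seen, had unscaled signals of 52763 and 23845. RNA from cells other than T47D stays open as a possible explanation. So does poor performance of the 6 luminal genes' probes, which was not tested and would not account for the KRT17 signal. No T47D array of the same design was used here to decide. The paper states that its cell lines were used within 6 months of receipt or identified by STR typing, and no such record for these samples was used here. No biological explanation was tested.

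If the HER2 3'UTR sequestered miR-125a/b, transcripts with a seed match could be higher. The 133 probes that hold CTCAGGG had a median difference of -0.07 (bootstrap 95% interval -0.15 to 0.01) relative to probes of like brightness, at the 50.2nd percentile of 305 permuted sequences, and the upper end of the excess was 0.07. An average increase of 0.1 or more is argued against for these probes only. Smaller changes, or changes in transcripts whose site lies outside the probe, were not tested. Reported miR-125a/b targets had a median of 0.24 (8 higher and 1 lower of 20, 99.8th percentile). Without ERBB2 and the members of the NF-kB and interferon lists the median of the remaining 16 was 0.07, at the 83.0th percentile, so the median's rise may rest on those members. Still, 4 of the 16 were higher by over 0.5 and 1 lower, and that number higher lay at the 97.3rd percentile, so the remaining targets are not shown to be without an increase.

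Of 326 named probes with a bound over 1 (log2) on 1 array only, 85 had another probe of their gene on both arrays, and 9 (10.6%) of these differed by over 0.5 in the same direction. Of 583 probes measured on both arrays that differed by over 1, 317 had such a partner, and 161 (50.8%) did. Over all measured genes, 10.4% were higher by over 0.5 and 8.04% lower, so the 10.6% is near these shares. The partner had the same sign for 54.1% of the 85 probes and for 82.3% of the 317. Other probes thus gave little backing to large bounds from 1 array.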
